# RNA-Seq Analysis of Transcriptome and Glucosinolate Metabolism in Seeds and Sprouts of Broccoli (*Brassica oleracea var. italic*)

**DOI:** 10.1371/journal.pone.0088804

**Published:** 2014-02-27

**Authors:** Jinjun Gao, Xinxin Yu, Fengming Ma, Jing Li

## Abstract

**Background:**

Broccoli (*Brassica oleracea var. italica*), a member of Cruciferae, is an important vegetable containing high concentration of various nutritive and functional molecules especially the anticarcinogenic glucosinolates. The sprouts of broccoli contain 10–100 times higher level of glucoraphanin, the main contributor of the anticarcinogenesis, than the edible florets. Despite the broccoli sprouts’ functional importance, currently available genetic and genomic tools for their studies are very limited, which greatly restricts the development of this functionally important vegetable.

**Results:**

A total of ∼85 million 251 bp reads were obtained. After *de novo* assembly and searching the assembled transcripts against the *Arabidopsis thaliana* and NCBI nr databases, 19,441 top-hit transcripts were clustered as unigenes with an average length of 2,133 bp. These unigenes were classified according to their putative functional categories. Cluster analysis of total unigenes with similar expression patterns and differentially expressed unigenes among different tissues, as well as transcription factor analysis were performed. We identified 25 putative glucosinolate metabolism genes sharing 62.04–89.72% nucleotide sequence identity with the *Arabidopsis* orthologs. This established a broccoli glucosinolate metabolic pathway with high colinearity to *Arabidopsis*. Many of the biosynthetic and degradation genes showed higher expression after germination than in seeds; especially the expression of the myrosinase *TGG2* was 20–130 times higher. These results along with the previous reports about these genes’ studies in Arabidopsis and the glucosinolate concentration in broccoli sprouts indicate the breakdown products of glucosinolates may play important roles in the stage of broccoli seed germination and sprout development.

**Conclusion:**

Our study provides the largest genetic resource of broccoli to date. These data will pave the way for further studies and genetic engineering of broccoli sprouts and will also provide new insight into the genomic research of this species and its relatives.

## Introduction

Consumption of fruits and vegetables has long been associated with better health and lower incidence of a variety of diseases such as coronary heart disease, cancers, etc [1], [2]. Notably, a diet rich in cruciferous vegetables especially broccoli (*Brassica oleracea var. italica*) has been recognized as an efficient way to reduce the risk of getting many types of cancers. Epidemiological studies prior to 1996 showed an inverse relationship between cancer risk and cruciferous vegetable intake [3], [4]. Some newer studies demonstrate that this inverse relationship is mainly contributed by the breakdown products of glucosinolates [5], [6], [7]. Glucosinolates are a major group of sulfur-rich secondary metabolites specifically in Cruciferae, which are well-known by their breakdown products to display several bioactivities, including plant defense against pathogens and insects as well as anticarcinogenesis in mammals [8]. Based on their precursor amino acids, glucosinolates are divided into three major categories: aliphatic, indolic and aromatic glucosinolates [9], [10]. Among them, the degradation products of aliphatic glucosinolates are considered to have the higher phase 2 detoxication enzyme inducer ability than the other two groups which is effective in blocking chemical carcinogenesis; therefore, they are thought to be the main contributor to protection against carcinogenesis [11].

Although broccoli heads are generally used as the edible part, the sprouts have been suggested to be a better source for health benefits. A study in 1997 reported the sprouts of eight broccoli cultivars have phase 2 enzyme inducer potency (nearly all arose from glucosinolates) 10–100 times greater than that of mature plants [11]. During the first few days of germination, the inducer activity per unit plant weight declined from the maximum point in seeds in an exponential manner. The declining trend flattened after nine days, and finally approached the value in mature broccoli heads after about 15 days [11]. The most valuable information is that in sprouts the aliphatic glucosinolates are dominant, while in adult plant the indolic ones account for the most [12]. The high content of the aliphatic glucosinolates in broccoli sprouts is mainly attributed to glucoraphanin. Its hydrolytic product, sulforaphane, has been well studied with high anticancer activity. It can not only inhibit phase 1 enzymes but also induce phase 2 enzymes [13]. Besides, sulforaphane has an important ability to target the highly aggressive cancer stem cell population, which is responsible for tumor therapeutics and cannot be eliminated by conventional chemo- or radio-therapy [14], [15]. Another interesting fact is that no significant side effects were found in therapy with sulforaphane in the rapeutic concentrations in non-malignant cells or mice [14], [16]. In addition, glucoraphanin has an obvious effect on decreasing oxidative stress, hypertension and inflammation in the cardiovascular system of rats [17]. Based on these promising results, the first prospective clinical studies with cancer patients and sulforaphane-enriched broccoli sprouts have now been initiated in the United States. Therefore, broccoli sprouts should have played a more important role in human health than the mature inflorescences.

The currently available genetic and genomic tools for broccoli research are very limited. While most studies of broccoli focused on physiology, few have been done at the genetic level and functional genomic studies are still in the infancy. Conspicuous effects of ESTs have been reported to develop genetic engineering, including gene family expansion [18], [19], improving breeding programs by SNP and SSR markers [20], [21], facilitating genome annotation [22], and large-scale expression analysis [23], [24]. Currently, only 2,324 broccoli ESTs in the national center for biotechnology information (NCBI) database (http://www.ncbi.nlm.nih.gov/) are generated with the aim to identify gene expression profiles in microspore and floret bud. Most of them have no annotations. Despite of the growing demand and high-yield potential, the average yield of both fresh and processed broccoli has remained virtually unchanged in the United States in recent ten years [25]. Thus, very limited genomic resources of broccoli constitute a key limitation to the development of improved crops. The advent of next generation sequencing technologies has triggered a revolution in biological research, for it is cheaper and more rapid in providing genomic and transcriptomic data [26].

Here we performed a high-throughput Illumina Miseq sequencing to characterize the transcriptomes of five samples, including seeds, cotyledons of 3, 7, 11 day sprouts and euphyllas of 11 day sprouts. Since there is no available reference genome for broccoli, abundant short reads are required in order to perform de novo assembly. From the total of five libraries, we generated 557,094,098 raw reads with an average length of 251 bp containing 139,830,744,098 nucleotide bases. Formal research has suggested that to achieve 99% coverage of an mRNA, at least an 8X sequencing depth is required [27]. For this study, the sequencing depth is 50X, enough to get the maximum coverage. Using a de novo assembly method, 19,441 unigenes are obtained with an average length of 2133 bp. These unigenes are used for subsequent annotation analyses to provide a platform of transcriptome information for genes in broccoli sprouts. In this study, we focused our work on identification of glucosinolate metabolism genes in broccoli seed germination and sprout development. This will pave the way for further genetic engineering to improve this species’ agronomic traits.

## Results and Discussion

### Sequencing and Data Analysis

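Seeds, cotyledons of 3, 7 and 11 day sprouts, and euphyllas (the first true leaves) of 11 day sprouts of the broccoli cultivar Qingxiu were sequenced as 1 library per tissue. The seeds were not dry: they had been shaken in NaClO, washed and kept overnight on moist filter paper. Each library pooled equal weights of 3 biological replicates, so no replicate error exists for any value, and a comparison of 2 libraries compares those libraries, not the conditions. Polyadenylated RNA was captured with poly-T beads, copied with random hexamers and sequenced as paired ends on the Illumina MiSeq. The authors removed adaptors and bases of low quality, assembled the reads of all libraries with Velvet and Oases, and named each unigene by its best match in the *Arabidopsis* or nr database. They then mapped the reads with Bowtie and scaled the counts with DESeq.

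The values used here are the read counts and the normalized values of the authors' deposited tables, which hold 19441 unigenes. The mapped reads of these tables summed to 9563149 in seeds, 7833709 in 3 day cotyledons, 10285969 in 7 day cotyledons, 10312625 in 11 day cotyledons and 6802615 in 11 day euphyllas, and all values rest on these counts. Table S1 gives 8306466, 6685661, 8432659, 8492069 and 5746413 read pairs for these libraries after trimming. The counts exceed these numbers in every library, so both mates of a pair or reads placed more than once are counted. Between 17870 unigenes, in euphyllas, and 18319, in 7 day cotyledons, had at least 1 read. The 20 unigenes with the most reads took 9.52% of the reads in 3 day cotyledons and 18.9% in 7 day cotyledons, the lowest and highest share of the 5 libraries. A single read of a unigene became a normalized value of 0.708 in seeds, 1.02, 1.05 and 1.07 in the cotyledons of 3, 7 and 11 days, and 1.16 in euphyllas.

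The ratio of normalized values between 2 libraries is given as a fold, followed in parentheses by its exact 95% interval (conditional binomial, Clopper-Pearson). These intervals cover counting error only, and reads copied by PCR or counted more than once are not independent molecules, which makes the intervals too narrow. A unigene is called higher or lower where the fold is at least 2, the interval excludes 1 and the 2 libraries hold at least 20 reads of it together. Against 0 reads the fold is a lower bound that sets the absent count at 3 reads. Medians of the log2 ratio were taken over the unigenes with at least 20 reads in the 2 libraries together. They were -0.10 from seeds to 3 day cotyledons, 0.04 from 3 to 7 day cotyledons, -0.01 from 7 to 11 day cotyledons and -0.10 from 11 day cotyledons to euphyllas. Scaling by total reads moved these medians to -0.34, -0.39, -0.04 and 0.38. A gene list is therefore described by the number of its members called higher and lower, its median log2 ratio, and the percentile of that median among 10000 random lists of the same size and mean expression.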

RNA sequencing of the five samples (seeds, 3 day cotyledons, 7 day cotyledons, 11 day cotyledons and 11 day euphyllas) produced a total of ∼85million 251 bp paired-end reads with an average of 17million reads for each sample. Cleaning and quality checks were performed to the raw data (cf. Materials and Methods). A total of ∼75million trimmed reads were obtained with useful data percentage in five time points ranging from 70.29% to 76.01% and the average length of each read was 207 bp (Table S1). 

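The unigenes of genes that mark each tissue were covered by very different numbers of reads. The unigene of *AOS*, the allene oxide synthase of jasmonate synthesis, had 22812 reads in 11 day cotyledons, and that of *ICL*, the isocitrate lyase that turns stored oil into sugar, had 54777 in 3 day cotyledons. *BoTGG2*, a myrosinase, had 54 reads in seeds and 4291 in euphyllas. At the lower end, *BoMYB29*, an activator of aliphatic glucosinolate genes, had 0, 6, 50, 0 and 6 reads in seeds, 3, 7 and 11 day cotyledons and euphyllas. A count of 0 in seeds allows a normalized value of up to 2.12 for this gene.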

Compared to the reads generated by the formal platforms, the longer length of Illumina Miseq sequencing reads greatly facilitated the accuracy of the subsequent *de novo* assembly. Using single k-mer assembler Velvet (http://www.ebi.ac.uk/~zerbino/velvet), assembly of reads generated 659,752 contigs with mean sizes of 254 bp and N50 of 222 bp (Table 1). The contigs with length more than 500 bp accounted for about 6.19%. Multiple K-mer assembler OASES (http://www.ebi.ac.uk/~zerbino/oases) was applied to produce 122,345 transcripts for 40,081 loci with average length of 1670 bp. Then, all the transcripts were blasted against the *Arabidopsis* database. For those “non-BLASTable” transcripts, we searched them against the NCBI non-redundant (nr) database, using BLASTx program with an E-value threshold of 1E-5. A total of 94,255 (77.04%) transcripts were significantly matched to known genes in *Arabidopsis* and 3,971 (3.25%) transcripts were matched to the nr database. The high percentage of transcripts matched to *Arabidopsis* database is due to the close relation of these two species. For the transcripts representing the same loci, the top hit ones were clustered as unigenes. 

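Unigenes matched to glucosinolate genes could be shorter or longer than the matched gene. That of *BoTGG2* was 2159 bp long against 2963 bp for the *Arabidopsis* gene with its introns (AT5G25980 on chromosome 5), and that of *BoPEN2* was 2253 bp against 2969 bp (AT2G44490 on chromosome 2). The unigene of *BoCYP81F1*, which hydroxylates indolic glucosinolates, had 2547 bp and was longer than the 1848 bp of its match AT4G37430. Of the 18151 unigenes matched to a nuclear gene of *Arabidopsis*, 35.1% were longer than the whole matched gene. The 19441 unigenes together held 41474146 bp, with a median length of 1853 bp and an N50 of 2631 bp, a length reached by 5234 of them.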

Finally, 19,441 unigenes were generated, with the average length of 2,133 bp and ranging in size from 200 bp to 20,580 bp (Table 1). The size distribution of contigs, transcripts and unigenes were compiled (Figure S1). The sequencing data has been deposited into NCBI gene expression omnibus (GEO) and the accession number is GSE53298.

**Table 1:** Statistical summary of cDNA sequences of broccoli generated by the Illumina Miseq platform.

	Total length(bp)	Sequence No.	Max Length(bp)	Average Length(bp)	N50	>N50 Reads No.
Contigs	167802146	659752	7524	254	222	205867
Transcripts	204377219	122345	20680	1670	2527	26568
Unigenes	41474146	19441	20680	2133	2631	5234

Variable efficiency of matching to sequences in the databases was found in assembled sequences of different lengths, with longer sequences showing higher match proportions (Figure S2). For sequences longer than 1500 bp, the match efficiency was 98.24%. But for sequences between 200–500 bp and 500–1000 bp in length, it was just 53.40% and 79.17%, respectively. E-value distribution of the top hits in the databases had shown 71.17% of matched sequenced with strong homology (<1.0e-50) (Figure 1). 30.54% of the transcripts had a similarity higher than 80%, while 46.47% showed similarity between 60%–80% in identity distribution pattern. The total 77.01% of the transcripts showing identity higher than 60% along with the high quality e-value distribution supported the reliability of the *de novo* assembly performed in the study.

**Figure 1:**
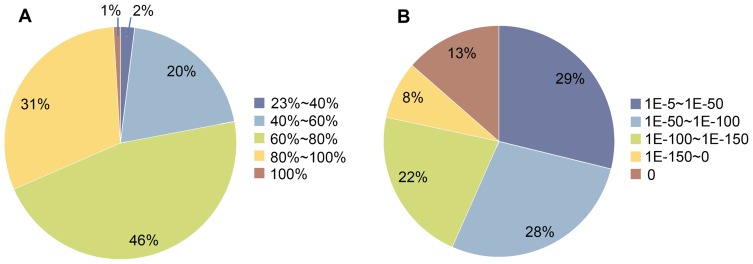
Characterization of broccoli unigenes by searching against public database. A. Identity distribution of unigenes blasted against public databases with E-value cutoff of 1E-5; B. E-value distribution of unigenes blasted against public databases with E-value cutoff of 1E-5.

### Annotation and Classification

Since biologists have recognized that there is likely to be a single limited universe of genes and proteins are conserved in most, if not all living cells, the GO (gene ontology) Consortium was created as a joint project of many organism databases to produce a structured, precisely defined, common, controlled vocabulary for describing the functions of genes and gene products in any organisms [28]. To annotate the broccoli transcriptome, GO terms were assigned to broccoli unigenes based on their identity to known protein sequences in the *Arabidopsis* database and nr database. 19,441 unigenes were assigned to 47 functional groups with 134,938 functional terms using GO assignments (Figure 2). 

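Genes of glucosinolate metabolism and of its hormonal control carried their own GO terms. The term for glucosinolate biosynthetic process was held by 143 unigenes and that for glucosinolate catabolic process by 10. Response to wounding was given to 286 unigenes, response to jasmonic acid to 234 and defense response to 285. Proteins placed in the chloroplast formed a far larger group, with 3043 unigenes, and regulation of transcription held 1347. In the authors' annotation table 18692 of the unigenes (96.1%) had at least 1 GO term, with a median of 13 terms each. These are the terms as listed, which include the root terms of the ontology, and not the groups of Fig. 2. A unigene counts once for every term that it carries.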

For the three main categories of GO classification scheme, the assignments to the “biological process” (61,583, 45.64%) made up the majority, followed by the “cellular component” (53,030, 39.30%) and the “molecular function” (20324, 15.06%). Among these GO groups, the high number of unigenes putatively involved in “cellular process” (11,129) and “metabolic process” (10,230) in the biological process category indicated that the broccoli tissues used in this study were undergoing exquisite metabolic activities, which coincided with the samples’ status. 

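All 3 parts of the ontology covered most unigenes. The root term of cellular component stood with 17173 unigenes, that of molecular function with 16803 and that of biological process with 16750. Abscisic acid signaling, a biological process tied to seed dormancy, was listed for 203 unigenes. In all, the annotation table listed 285075 terms over the unigenes, root terms included.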

Interestingly, 5,220 unigenes were assigned to “response to stimulus”, showed that during the germination of broccoli seeds and the development of sprouts, there were some protective mechanisms for preparing for potential external and/or internal stresses. Under the category of cellular component, the “cell”, “cell part” and “organelle” were prominent groups. It is noteworthy that the unigenes were not gathered into few groups but were generally expressed. This might be due to the widespread requirements during seedling development.

**Figure 2:**
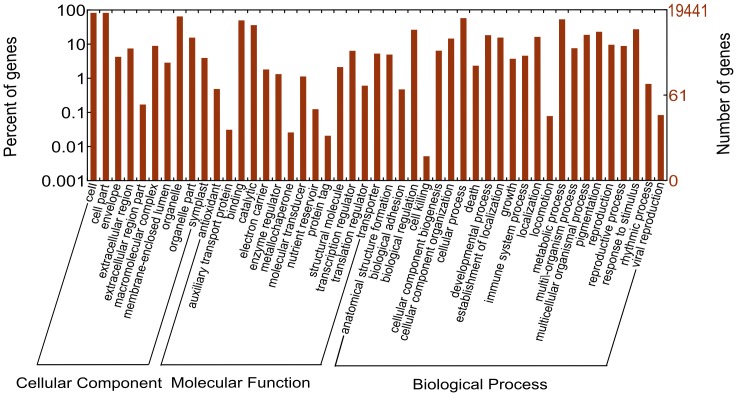
Histogram presentation of Gene Ontology classification of the assembled unigenes.

EggNOG (evolutionary genealogy of genes: Non-supervised Orthologous Groups) is a database providing orthologous groups for 943 Bacteria, 69 Archaea and 121 Eukaryotes [29]. According to the previous report, the proteins could be divided into 25 functional categories [30]. Out of 19,441 unigenes with significant identity with *Arabidopsis* database and nr database in this study, 11,242 could be classified into 24 eggNOG categories with only “Nuclear structure” having no annotated unigenes (Figure S3). 

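Enzymes of primary metabolism were well represented among the classified unigenes. Carbohydrate metabolism was assigned to 519 unigenes, translation to 474, amino acid metabolism to 426, energy production to 334 and lipid metabolism to 302. Defense mechanisms were assigned to 101 unigenes and cell cycle control to 187. The annotation table gave an eggNOG class to 8575 of the 19441 unigenes (44.1%). Because 1266 of them had more than 1 class, the class assignments numbered 11242.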

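Unigenes classed as function unknown and those with a general function prediction differed in how often they held a second class. Of the former, 2040 had this class alone. Of the latter, 1247 had no other class, and the rest were also placed in a class such as transcription or signal transduction. Among unigenes with exactly 1 class, function unknown held 27.9% and general function prediction 17.1%.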

The categories “function unknown” (2,088, 18.57%) and “general function prediction only” (2,050, 18.24%) were the two largest functional groups of the 25 eggNOG categories. The high percentage of unigenes classified into “general function prediction only” coincided with the transcriptome studies of other species [31], [32], [33]. But our newly noticed fact that so many unigenes were assigned to unknown functional group might indicate there are some interesting unknown mechanism during germination of broccoli seeds and the development of sprouts. 

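Classes of gene regulation shared many of their unigenes. A set of 502 unigenes was placed in general function, signal transduction, transcription and replication at the same time. Transcription alone was the class of 253 unigenes, replication, recombination and repair alone of 184, and signal transduction alone of 218. Posttranslational modification, protein turnover and chaperones stood apart, with 589 unigenes of this class alone. Cell motility was assigned to 9 unigenes and extracellular structures to 1.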

Following the most abundant two groups were “transcription” (929, 8.26%), “replication”, “recombination and repair” (802, 7.13%), “signal transduction mechanisms”(797, 7.09%) and “posttranslational modification, protein turnover, chaperones”(680, 6.05%), whereas the two groups involving “cell motility” and “extracellular structures” consisted of a total of 10 unigenes (0.09%), representing the smallest eggNOG classifications. 

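The class of secondary metabolite biosynthesis, transport and catabolism was the only class of 165 unigenes and was shared with other classes by the rest. It made up 2.46% of all class assignments, slightly less than inorganic ion metabolism with 2.70% and slightly more than intracellular trafficking with 1.87%.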

Noteworthily, 277 unigenes (2.64%) were classified into secondary metabolite biosynthesis group, including glucosinolate biosynthesis in broccoli sprouts.

The KEGG (Kyoto Encyclopedia of Genes and Genomes) is a database linking genomic information with higher order functional information by collecting manually drawn pathway maps representing current knowledge on cellular processes and standardized gene annotations [34]. A total of 9836 genes were classified into six main categories including 38 secondary pathways (Figure S4) in the five tested samples. 

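Entries of KEGG orthology, which link enzymes of metabolism and proteins of information processing to pathway maps, were listed for 5879 unigenes (30.2%) in the annotation table. An enzyme number, which marks unigenes matched to enzymes of known reaction, was listed for 2729 (14.0%). The table holds orthology entries and not the pathway categories of Figure S4, and a unigene with 1 entry can stand in more than 1 category.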

“Metabolism” is the biggest category (3,624, 36.84%), followed by “human disease” (1,760, 17.89%), “Genetic Information Processing” (1,674, 17.02%), “Organismal Systems” (1,279, 13.00%) and “Cellular Processes” (909, 9.24%), whereas “environmental information processing” (590, 6.00%) containing only 3 sub-units (“membrane transport”, “signal transduction and signaling molecules and interaction”) was the smallest category. These results indicated that the broccoli sprouts were undertaken active metabolic and genetic processes and the functional classification of KEGG provided a valuable resource for investigating specific processes and pathways in broccoli sprouts.

### Gene Expression Pattern

Gene expression patterns can provide important clues as to the roles of unknown genes in biological active processes [35]. While RPKM (reads aligned to gene per kilobase of exon per million mapped reads) was widely used to calculate gene expression values [36], we used a more accurate method called DESeq to estimate gene expression values in this analysis to infer differential expression signals with good statistical power [37]. K-means clustering analysis was performed using the software MeV edition 4.90 (http://www.tm4.prg/mev.html) to group unigenes with similar expression patterns under different time points and resulting in 10 different clusters (Figure 3). The most abundant cluster (IX) contained 3,659 genes with highest expression at the very beginning (i.e. seeds) and then their expression levels were down-regulated all through the development of sprouts, and reached the lowest point at the 11D euphyllas. These genes might greatly and specifically contribute to seed germination. 

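Transcripts of seed reserves and of desiccation tolerance fell from seeds to 3 day cotyledons. All 10 unigenes matched to storage proteins and oil bodies fell (median log2 ratio -4.84, or -4.64 with absent counts at their bound, percentile 0). The oleosin *OLEO4*, which coats oil bodies, fell 63.6-fold (43.3 to 97.53), and the storage protein gene *CRA1* fell 59.8-fold (27.3 to 164). Of 14 late embryogenesis abundant protein genes, which protect drying seeds, 10 fell and 0 rose (median -2.99, percentile 0), with *ATEM6* lower by 48.1-fold (35.1 to 67.8). Of the same list 6 fell again by 7 days, and from 7 to 11 days 1 rose and 0 fell (median 1.00, percentile 99.5, and a median of 0.21 inside the middle 95% with a pseudocount of 10). *AHG1*, a phosphatase that restrains abscisic acid signaling in seeds, had 3643 reads in seeds and 0 in 3 day cotyledons, at least 845-fold lower, and the peroxidase *PER62* was at least 809-fold lower. Genes of fatty acid breakdown and the glyoxylate cycle did not move with them: 3 of 18 rose in 3 day cotyledons and 1 fell. Among the 3 was *ACX2*, whose unigene was longer than its matched gene and followed the light harvesting genes (r of 0.996).

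In a k-means grouping of the 19379 unigenes with any read, scaled per unigene over the 5 libraries, the largest of the 10 groups held 3596 unigenes and peaked in seeds. Its centre was 1.64 in seeds, -0.27 in 3 day cotyledons, -0.46 in 7 day cotyledons, -0.49 in 11 day cotyledons and -0.42 in euphyllas, in units of each unigene's standard deviation. Over all 10 groups, those that peaked in seeds held 7051 unigenes, and with total reads as the scaling they held 9751. Markers of the seed coat, which seeds include and cotyledons do not, were few: 2 had a unigene, of which *AHA10* was 2.67-fold (2.03 to 3.55) lower in 3 day cotyledons and *MUM4* was not called.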

Cluster I, II, III, VI and VIII comprised genes whose expression levels were very low in seeds but peaked at any one of the three points in cotyledons. Also, genes in cluster IV showed the highest expression level at 11D euphyllas with relatively low level at other time points.

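Genes of photosynthesis rose from seeds to 3 day and again to 7 day cotyledons. Of 39 unigenes matched to light harvesting and photosystem proteins, 33 rose and 0 fell from seeds to 3 day cotyledons (median log2 ratio 5.07, or 4.94 with absent counts at their bound, percentile 100), and 34 rose again to 7 days (median 1.78, percentile 100). The photosystem I subunit gene *PSAO* went from 10.6 in seeds to 4749 in 3 day cotyledons, 447-fold (271 to 800.0) higher. Of 19 Calvin cycle genes, 17 rose from seeds to 3 days and 15 from 3 to 7 days (medians 3.49 and 1.62, percentiles 100 and 99.7). *ICL*, of the glyoxylate cycle, which turns stored oil into sugar, stood at 55713 in 3 day cotyledons and fell 58.7-fold (55.0 to 62.8) by 7 days. The peak at 11 days held genes of jasmonate synthesis and of the response to it, of which 19 of 20 rose from 7 days and 0 fell (median 2.71, percentile 100). The jasmonate synthesis gene *AOC2* was 396-fold (135 to 1922) higher.

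Groups of the k-means fit that peaked in cotyledons of 3, 7 and 11 days held 2827, 3742 and 4092 unigenes, together 10661 of 19379 (55.0%). With total reads as the scaling the 3 cotyledon peaks together held 6773.

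**Figure D1:**
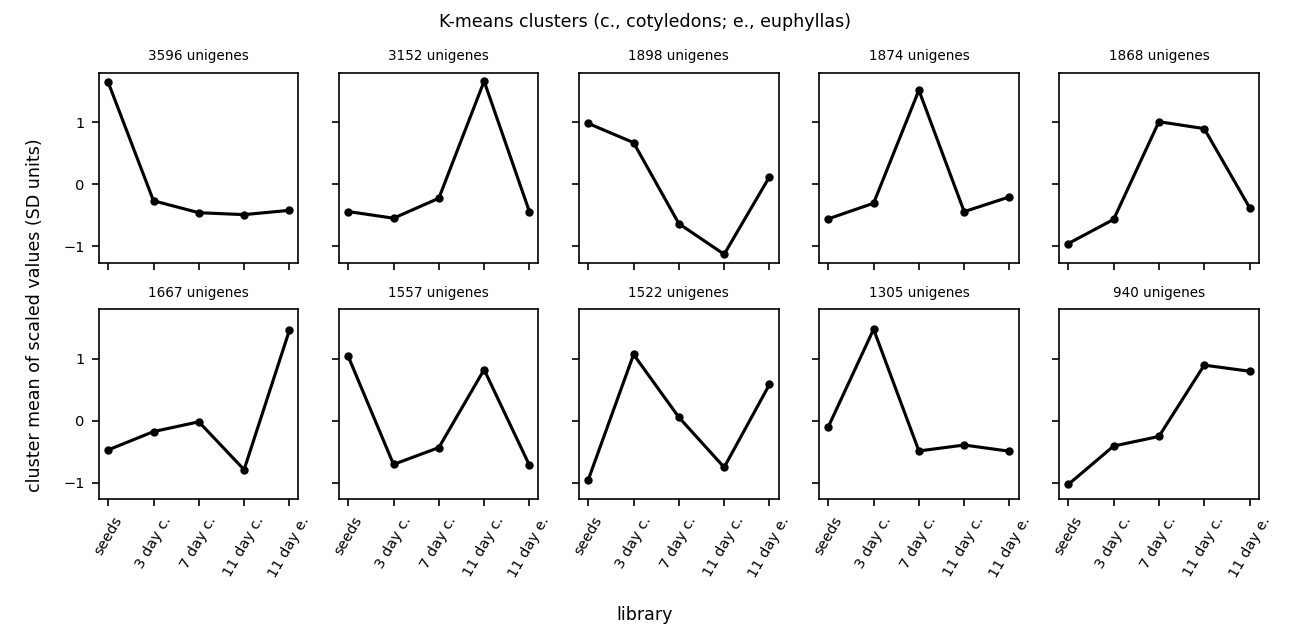
Centres of the 10 k-means groups in the 5 libraries (vertical axis in units of each unigene's standard deviation, lines join the centres of 1 group) with the number of unigenes in each. The largest group, with 3596 unigenes, peaks in seeds.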

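Genes of dividing cells and of leaf formation were higher in euphyllas than in the cotyledons of the same sprouts. From 11 day cotyledons to euphyllas, 15 of 22 cell cycle and DNA replication genes rose and 1 fell (median log2 ratio 2.52, percentile 100). *MCM3*, part of the replication helicase, was 16.5-fold (13.0 to 21.3) higher. Of 17 regulators of leaf primordia and the shoot meristem, 13 rose and 0 fell (median 2.47, or 2.38 with absent counts at their bound, percentile 100). *AS1*, which keeps meristem genes off in young leaves, rose 3.74-fold (3.29 to 4.27), and *FIL*, which sets the lower leaf side, rose 5.10-fold (4.03 to 6.51). The leaf and meristem regulators as a list had fallen from 7 to 11 day cotyledons (median -2.74). Markers of guard cells and stomatal precursors were higher in 7 and lower in 2 of 12 (median 1.68, percentile 100), and the receptor gene *TMM* was 10.9-fold (8.18 to 14.9) higher. The k-means group that peaked in euphyllas held 1667 unigenes, with a centre of 1.46 there.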

**Figure 3:**
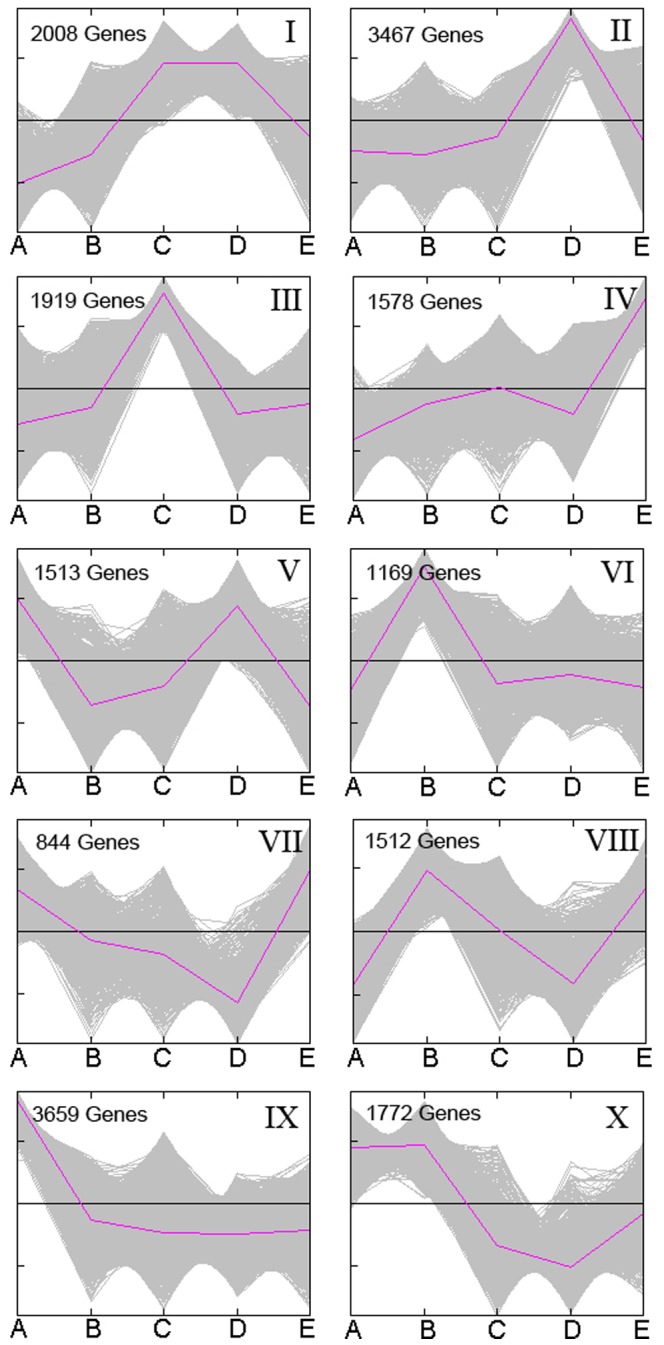
Dynamic expression patterns during broccoli seed germination and sprout development. K-means clustering was performed to identify 10 clusters, each containing various numbers of genes with similar expression pattern during broccoli seed germination and sprout development. The red lines show representative transcriptional regulators. The x-axis represents sequenced samples, and the y-axis represents normalized RNA-seq expression level. A. seeds; B. 3 day cotyledons; C. 7 day cotyledons; D. 11 day cotyledons; E. 11 day euphyllas.

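Genes of varied functions gave the largest folds between neighbouring libraries. From seeds to 3 day cotyledons *CA2*, a carbonic anhydrase, was at least 510.3-fold higher and *ESM1*, which steers glucosinolate breakdown, 391-fold (304 to 512) higher, while *EXPA2*, an expansin of germinating seeds, was at least 491-fold lower. *PYK10*, a beta-glucosidase of the ER bodies, went from 1072 reads in seeds to 1. From 3 to 7 day cotyledons the clock gene *LHY* was 378-fold (183 to 941) higher and another clock gene, *TOC1*, at least 370.2-fold lower. From 7 to 11 days *ERF054*, an ethylene response factor, was 224-fold (108 to 557) higher and *RVE1*, a clock-linked MYB factor, at least 88.5-fold lower. For *LHY*, *TOC1* and *RVE1* the age and the hour of harvest cannot be told apart, as each age is 1 library. In euphyllas against 11 day cotyledons *KCS19*, of very long chain fatty acid synthesis, was 129.9-fold (62.8 to 324) higher and the amylase gene *AMY2* 346-fold (135 to 1273) lower. These are among the genes with the largest fold in each direction that have at least 200 reads in the 2 libraries.

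Over all unigenes, 3641 were called higher and 3700 lower of 16455 tested from seeds to 3 day cotyledons, 3795 and 2515 of 16307 from 3 to 7 days, 3181 and 3010 of 16396 from 7 to 11 days, and 3422 and 4290 of 16291 from 11 day cotyledons to euphyllas. Scaled by total reads these became 3053 and 4722, 2721 and 4494, 3070 and 3126, and 5256 and 2971, so that the larger side changed in the steps from 3 to 7 days, from 7 to 11 days and to euphyllas. A total of 15252 unigenes were called in at least 1 of the 10 pairs. This rule takes in counting error alone. A dispersion estimated over all 5 libraries as 1 group takes in the differences between tissues, so counts under it cannot tell whether tissues differ. The p-values of the authors' deposited tables, from DESeq without replicates, call 2674 unigenes at p under 0.05 and 2-fold, and edgeR with the dispersion estimated over all 5 libraries as 1 group calls 0.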

In order to identify differentially expressed genes between the five types of samples, we compared them with each other and picked out a total of 2675 genes, which were at least 2-fold up- or down-regulated between two samples with p-value smaller than 0.05. Then, hierarchical cluster was generated to gain a global view of the differential expressed genes (Figure 4). Obviously, the 11 day cotyledons showed closer relationship with the 11 day euphyllas than with the cotyledons of other time points. This indicated the similar function between the initial stage of euphyllas and the late stage of cotyledons. 

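Jasmonate genes, abscisic acid response genes and shared glucosinolate genes were lower in euphyllas than in the cotyledons of the same age. Of 20 genes of jasmonate synthesis and response, 19 fell and 1 rose in euphyllas (median log2 ratio -2.69, percentile 0). Of 15 genes of the response to abscisic acid and water deficit, 10 fell and 0 rose (median -1.35, percentile 0.320). The dehydrin gene *ERD14* fell 9.78-fold (9.37 to 10.2) and *COR78*, a cold and drought response gene, 8.07-fold (7.42 to 8.79). All 8 glucosinolate genes shared by both pathways or encoding transporters fell (median -2.43, percentile 0.0500), while light harvesting genes differed less, with 2 higher and 10 lower of 39 (3 and 2 scaled by total reads). Aliphatic glucosinolate genes did not fall with them (4 higher and 2 lower of 15, median 0.34), and salicylate and pathogenesis related genes stayed inside the middle 95% of random lists (0 higher and 3 lower of 12, percentile 36.7). Of 11 vascular markers, 6 rose and 3 fell (median 1.48), and the phloem sucrose carrier gene *SUC2* fell 35.3-fold (29.0 to 43.5).

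Over the 18104 unigenes with at least 20 reads, Pearson's r of log2 normalized values (pseudocount 1) across unigenes was 0.771 between 11 day cotyledons and euphyllas and 0.844 between 11 and 7 day cotyledons. The first less the second was -0.0734 (-0.0791 to -0.0678), with an interval from resampled unigenes, which are not independent replicates. On normalized values without the log, where a few highly expressed genes weigh most, the order turned: r was 0.937 with euphyllas and 0.876 with 7 day cotyledons, with a difference of 0.0605 (-0.0220 to 0.0820), whose interval includes 0. On this scale alone, hierarchical clustering joined the 11 day cotyledons with the euphyllas first.

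**Figure D2:**
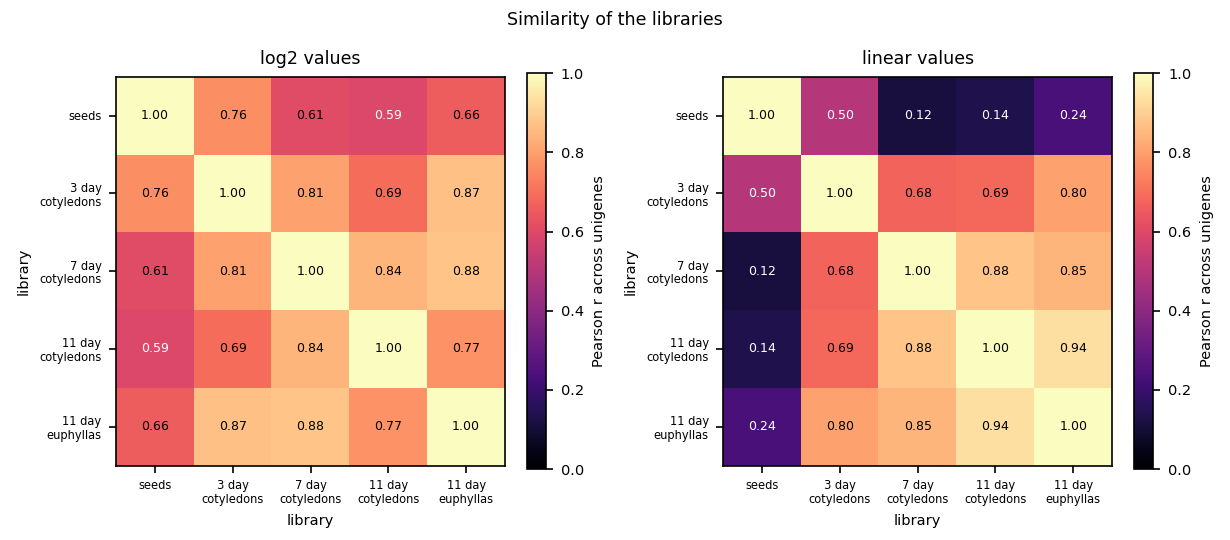
Pearson's r across unigenes between each pair of libraries, for log2 normalized values and for normalized values without the log, with colour giving r. On the log scale with a pseudocount of 1 euphyllas are closest to 7 day cotyledons (r of 0.877), and without the log they are closest to 11 day cotyledons. With a pseudocount of 10 (not drawn) r was 0.898 with 3 day and 0.897 with 7 day cotyledons.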

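Stomatal and vascular genes separated the 3 day cotyledons from the seeds. Of 12 markers of guard cells and stomatal precursors, 8 rose and 0 fell (median log2 ratio 2.95, percentile 100). *SDD1*, a protease that limits the number of stomata, had 0 reads in seeds and was at least 73.3-fold higher, and *SPCH*, which starts the stomatal lineage, rose 8.23-fold (4.95 to 14.4). Of 11 vascular markers 4 rose and 0 fell (median 0.88, percentile 97.8), among them the xylem protease gene *XCP2*, higher by 5.55-fold (3.97 to 7.92). Cell cycle and DNA replication genes were higher in 11 and lower in 2 of 22 (median 1.08, percentile 99.93).

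Across unigenes on the log2 scale, r between seeds and 3, 7 and 11 day cotyledons was 0.765, 0.608 and 0.595. Between cotyledons it was 0.808 for 3 and 7 days and 0.693 for 3 and 11 days. The lowest value between cotyledons less the highest between seeds and cotyledons was -0.0723 (-0.0837 to -0.0616). Without the log this difference was 0.176 (-0.108 to 0.375), and over the unigenes called in the authors' deposited tables it was 0.000438 (-0.0438 to 0.0470).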

As expected, the three time points of cotyledons were more similar to each other than to seeds. 

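Several gene groups moved in the steps before and after day 7. The largest median log2 ratios were those of lists added after the data were seen: clock genes known to peak near dawn (5.33 from 3 to 7 and -3.61 from 7 to 11 days), those known to peak near dusk (-3.57 and 3.06) and, from 3 to 7 days, genes known to respond to wounding (17 of 19 rose, 4.64, then 1.16). From 3 to 7 day cotyledons 4 of 7 sulfate assimilation genes rose and 0 fell (median log2 ratio 1.56, percentile 98.7), with the sulfate reductase gene *APR2* higher by 5.03-fold (4.70 to 5.39). Of 12 salicylate and pathogenesis related genes, 5 rose and 0 fell (median 1.78, or 1.19 with absent counts at their bound, percentile 99.86), among them *PR2*, a glucanase, by 5.95-fold (5.34 to 6.65). From 7 to 11 days 10 of 17 leaf and meristem regulators fell and 0 rose (median -2.74, or -2.16 at the bound, percentile 0.0100), as did 12 of 22 cell cycle genes against 2 that rose (median -1.37, percentile 0). *REV*, a regulator of the upper leaf side, fell 6.76-fold (5.05 to 9.23). Of 11 vascular markers, 6 fell and 1 rose in this step (median -1.08, percentile 0.480). Abscisic acid and water deficit genes rose in both steps, 8 of 15 in the earlier and 6 in the later one, against 3 and 0 that fell, and so did jasmonate genes, 12 and 19 of 20 against 3 and 0.

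Across unigenes, r of 7 day with 11 day cotyledons less r of 7 day with 3 day cotyledons was 0.0361 (0.0288 to 0.0435). On log2 values the 7 day cotyledons were closest of all to the euphyllas of 11 days, while without the log, or with the median of the libraries taken off each unigene (chosen after the values were seen), they were closer to the 11 day cotyledons (0.876 and 0.256) than to euphyllas (0.846 and -0.00904).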

Even though the 7th day is the mid-point of 3rd day and 11th day, the expression profile of 7 day cotyledons was more similar to that of 11 day cotyledons than that of 3 day cotyledons. This fact along with the big difference between seeds and 3 day cotyledons illustrated the 3 day might be the special point in broccoli sprout development.

**Figure 4:**
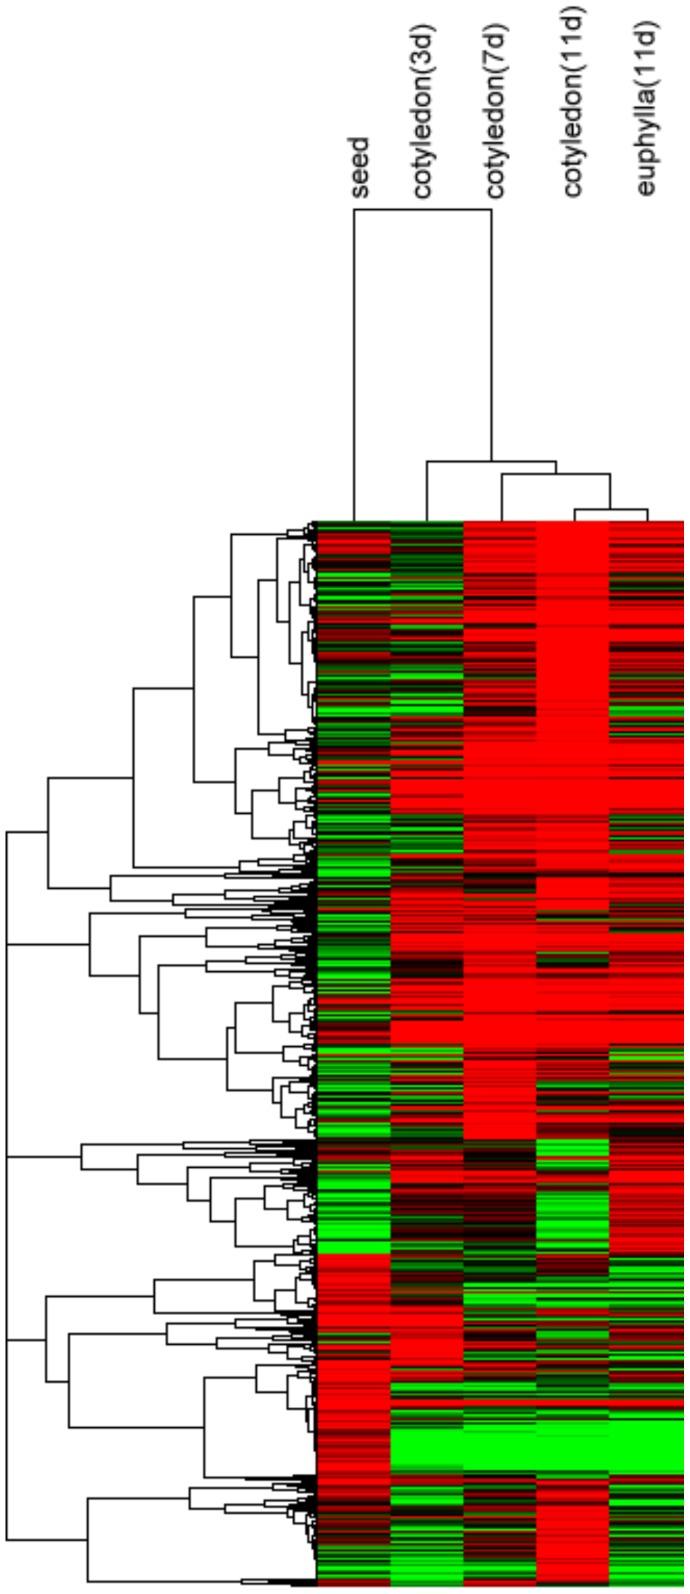
Cluster of differentially expressed genes during broccoli seed germination and sprout development. Expression changes and cluster analysis of 2675 genes that were differentially expressed between any two of the five samples. Each row represents a differentially expressed gene, while each column represents a sample. Changes in expression levels are shown in color scales with saturation at >2.0-fold changes. Green and red color gradients indicate a decrease and increase in transcript abundance, respectively.

### Putative Transcription Factors

Transcription factors (TFs) have been considered as one of the most important functional elements regulating gene expression that leads to developmental and other changes. It has been reported that in response to internal or external environment changes, TF genes exhibit more rapid expression changes than the bulk of the regulated genes [38]. Thus, the expression profile of TF genes may in some way reflect the subsequent transcription activities regulated by them. For their important roles, the key putative TFs involved in broccoli seed germination and sprout development were analyzed.

A study in 2003 has revealed that in *Arabidopsis*, most (84%) of TFs could be detected in six day old seedlings [38]. Currently, the Plant Transcription Factor Database (PlnTFDB) contains 2451 and 2162 distinct TF sequences from *Arabidopsis* and *Arabidopsis lyrata,* respectively, arranged in 81 families [39]. In the sequenced broccoli seeds and sprouts, 78 TF families including 1,633 putative TF genes had been identified with the five most expressed TF families being AP2-EREBP, bHLH, MYB, HB and C3H (Table S2). A total of 1,581 of the 1,633 genes accounting for 86.82% were annotated with sequences from the close related species *Arabidopsis* and *Arabidopsis lyrata*.

The biggest TF family in our study of broccoli seeds and sprouts was AP2-EREBP with 109 putative family members being detected. AP2-EREBP family is unique to plants and characterized by a conserved AP2 DNA-binding domain of about 60 amino acids [40]. AP2-EREBP genes have been found to play important roles throughout the life cycle including regulating several developmental processes especially leaf epidermal cell identity and forming part of the mechanisms used to respond to stress [41]. Some members of AP2-EREBP, like *AP2*, control seed mass and seed size in *Arabidopsis* which is very important to extended growth of cotyledons [42], [43]. The significantly large number of AP2-EREBP family members expressed in broccoli seeds and sprouts indicated the important function of these genes in this period as previously reported in other species [41], [42], [43].

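The unigene of *AP2*, the flower and seed size regulator that names the AP2-EREBP family (AT4G36920 on chromosome 4), was highest in euphyllas. Its normalized value was 176 (155 to 199) in seeds, 76.3 (60.0 to 95.6), 107 (87.4 to 130.1) and 89.0 (70.9 to 110.3) in cotyledons of 3, 7 and 11 days, and 254 (222 to 290.1) in euphyllas. It fell 2.31-fold (1.78 to 3.03) from seeds to 3 day cotyledons and rose 2.86-fold (2.21 to 3.72) from 11 day cotyledons to euphyllas. The ethylene response factor gene *DREB2A*, another member of the family with a part in drought response, rose 4.80-fold (4.36 to 5.28) from 7 to 11 day cotyledons.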

The basic helix-loop-helix (bHLH) family members are involved in various process of seedling development such as light signaling, brassinosteroid and abscisic acid signaling, flavonoid biosynthesis, axillary meristem formation, stomatal patterning and trichome differentiation [44]. 99 unigenes identified to have bHLH-like sequences formed the second biggest TF family in the tested samples. Light is one of the most important elements in seed germination and seedling development, a subfamily containing 15 members are involved in light signaling. These bHLH proteins are known as PIF (phytochrome interacting factor) or PIL (phytochrome interacting factor-like) [45], [46], [47], [48]. These proteins play important roles in phytochrome signal transduction by interacting with phytochromes. Our study found that putative orthologs of *bHLH56, PIF1, PIF3, PIF4, PIF5, PIL1, PIF7*, *SPT* were expressed in broccoli seed germination and sprout development, suggesting their similar roles in light signaling during this period. 

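Unigenes were found for all 8 of these genes, and their levels moved in opposite directions. *PIF5* and *PIF4*, which promote elongation growth, were lowest in seeds. *PIF5* went from 50.9 in seeds to 162 in 3 day and 1783 in 7 day cotyledons, 35.0-fold (27.6 to 44.9) above seeds, and stood at 845 and 768 in 11 day cotyledons and euphyllas. *PIF4* was 28.6-fold (17.8 to 48.9) higher in euphyllas than in seeds, and *PIF7* was 43.4-fold (22.5 to 95.9) higher in 7 day cotyledons, the library in which clock genes known to peak near dawn were also high (median log2 ratio 5.33 from 3 to 7 days and -3.61 from 7 to 11 days). *PIF1*, which holds back germination in the dark, fell from 506 in seeds to 52.5 in 11 day cotyledons, 9.63-fold (7.21 to 13.1) lower. *bHLH56* fell 7.37-fold (4.41 to 13.2) from seeds to 7 day cotyledons. *PIL1* was barely read, with 1 read in 7 day cotyledons, 2 in euphyllas and 0 in the others. Over the list, 3 genes rose and 1 fell from seeds to 3 day cotyledons, 3 rose and 3 fell to 7 days, 2 rose and 3 fell to 11 days, and 2 were higher and 1 lower in euphyllas than in 11 day cotyledons. The genes were named by the study as expressed in these samples, so the list is not independent evidence of expression.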

SPATULA (SPT) was found as a leaf size regulator [49]. 

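The broccoli unigene matched to *SPT* (AT4G36930 on chromosome 4), a bHLH gene that restrains organ growth, was abundant in seeds and 3 day cotyledons and fell sharply afterwards. Its normalized value was 241 (216 to 268) in seeds and 307 (273 to 344) in 3 day cotyledons, a ratio of 1.27-fold (1.09 to 1.49) that is under the 2-fold limit of a call. By 7 days it had fallen 36.6-fold (18.3 to 85.4), to 8.40 (3.63 to 16.6). It stood at 32.2 (21.7 to 45.9) in 11 day cotyledons and 42.8 (30.1 to 58.9) in euphyllas.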

The SPT ortholog in broccoli sprouts showed highest expression level in the cotyledons of 3 day sprouts, indicating its possible regulation activity on cotyledon size in early broccoli sprouts.

The MYB TFs contain varying numbers of MYB domain repeats to bind DNA. The function of MYB proteins have been well studied in a variety of plant species to be involved in regulatory networks controlling development, metabolism and responses to biotic and abiotic stresses in *Arabidopsis* [50]. In *Arabidopsis* seedlings, MYB115 and MYB118 play important roles in embryogenesis [51]. MYB38 and MYB18 have been proposed to regulate hypocotyls elongation in response to blue [52] and far-red light, respectively [53]. Also, the MYB17 has shown activity in regulating seed germination [54]. Some other MYB proteins are involved in the control of cell wall biosynthesis like MYB58, MYB63, MYB85, MYB68 and MYB46 [55], [56], [57], [58]. 

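Of 11 *MYB* genes and *AP2* with a known part in *Arabidopsis* embryos, seedlings or cell walls, 6 had a unigene, all at low levels apart from *AP2*. *MYB17*, linked to seed germination, rose 2.40-fold (1.29 to 4.56) from seeds to 3 day cotyledons and reached 58.9 in euphyllas. *MYB38*, listed as *RAX2* and linked to hypocotyl growth in blue light, stood at 38.2 in seeds and 54.9 in 3 day cotyledons and fell 3.27-fold (1.84 to 6.12) by 7 days. *MYB46*, a switch for secondary walls, had values from 10.7 in 11 day cotyledons to 28.9 in euphyllas. *MYB58*, a lignin regulator, was read in euphyllas only (6 reads), and *MYB85* had 10 reads in 7 day cotyledons and 1 in 3 day cotyledons. From 11 day cotyledons to euphyllas 3 of the 6 were called higher and 0 lower. No unigene carried *MYB115*, *MYB118*, *MYB18*, *MYB63* or *MYB68* as its best match.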

In this study, a total of 84 putative MYB genes were detected including those orthologs involved in *Arabidopsis* seedling development. The many putative MYB TF genes expressed in the broccoli seed and sprouts indicated this important family also plays important roles in regulating the biological process during seed germination and sprout development.

Sixty-seven putative NAC TF family members were identified in seed and sprouts of broccoli. The large NAC transcription factor family has been implicated in a variety of plant developmental processes in many species including *Arabidopsis* and soy bean etc [59]. However, the molecular mechanisms of the family members are still unknown even in well studied species. It has been suggested that they have the ability to enable crosstalk between different pathways [60]. Cys2His2 (C2H2)-type zinc finger proteins are a group of widespread eukaryotic TFs. A majority of C2H2 zinc finger proteins are regarded as *trans* regulators of genes playing important roles in development, differentiation and suppression of malignant cell transformation [61]. In the sequenced tissues, 65 putative C2H2 zinc finger genes were identified.

Several other TF families were also found like 61 members in bZIP, 54 members in WRKY, 14 members in ARF, etc. Because of the importance of TFs in regulating the downstream genes in variety of pathways, further investigation of the putative TFs would provide interesting clues to the variety of activities in seed germination and sprout development of broccoli.

### Glucosinolate Metabolic Pathways

The high contents of glucosinolates especially the much higher content of aliphatic glucosinolates in broccoli sprouts compared to mature tissues have attracted attention in past decade [11]. The biological basis of this trait especially whether the glucosinolate metabolic genes in *Arabidopsis* or *Brassica rapa* have the same functions in broccoli sprouts, remains an open question. 

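Genes of the indolic pathway were found almost completely, those of the aliphatic pathway in part. Of 17 *Arabidopsis* genes of indolic glucosinolate synthesis and its regulation, 16 were the best match of a unigene, and of 29 aliphatic genes 15 were. All 8 genes shared by both pathways or encoding transporters had a unigene, among them *GTR1* and *GTR2*, which load glucosinolates into the phloem. Of 18 myrosinases and proteins that set the breakdown products, such as the specifier proteins *ESP* and *NSP1*, 15 had one. These lists were drawn up from *Arabidopsis* before the data were examined. They hold all genes of Table 2, which the study chose on these samples, beside genes outside it. Neither the coverage nor the directions below are therefore independent of that choice. Matches were taken as annotated, without the paper's cutoff on identity.

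In the step from 3 to 7 day cotyledons 12 of the 16 indolic genes rose and 2 fell (median log2 ratio 1.70, percentile 100). From 7 to 11 days 7 of the 15 aliphatic genes fell and 1 rose (median -1.41, percentile 0.0100), and 7 of the 8 shared genes rose (median 1.84, percentile 100). In euphyllas 13 indolic genes were lower than in 11 day cotyledons and 0 were higher (median -1.90, percentile 0).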

In this study, a total of 36 unigenes were annotated as putative genes involved in aliphatic and indolic glucosinolate biosynthesis, degradation and regulation. By comparing these unigenes with the CDS of *Arabidopsis* ones and setting the identity cutoff of 60%, we abandoned 11 unigenes and finally got 25 putative broccoli glucosinolates metabolic genes sharing 62.04–89.72% nucleotide sequence identity with the *Arabidopsis* orthologs (Figure 5, Table 2).

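The 25 genes of Table 2 spanned a wide range of levels. *BoGGP1*, which processes the glutathione conjugates of both pathways, reached 7330.3 (7158 to 7506) in 11 day cotyledons, the highest normalized value of any of them. *BoIPMDH3*, of side chain elongation, never exceeded 9.45 (4.32 to 17.9), its value in 7 day cotyledons. The match of each unigene was taken as annotated in the deposited tables, and the paper's cutoff on identity was not applied again. Between libraries, 8 of the 10 indolic genes of the table rose and 1 fell from 3 to 7 day cotyledons (median log2 ratio 2.07), and 5 of the 8 aliphatic genes fell and 1 rose from 7 to 11 days (median -1.68). Of the 7 genes shared by both pathways or of breakdown, 5 rose and 0 fell in that step (median 1.60). The study chose these genes on these samples, so they are not independent evidence of a direction.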

**Figure 5:**
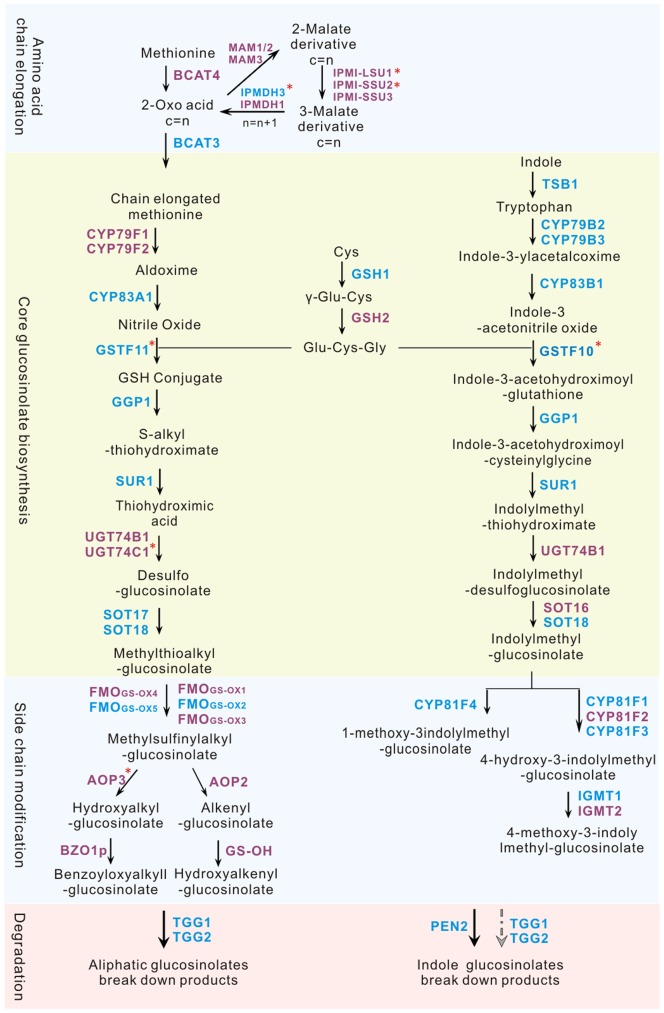
Detected orthologs in the aliphatic and indolic glucosinolate biosynthetic and degradation pathways in broccoli seeds and sprouts. Four stages of the pathways in *Arabidopsis* are showed separately for chain elongation, core structure biosynthesis, side chain modification and degradation. Othologs identified in Broccoli are marked in blue color. Predicted enzymes are marked by *.

**Table 2:** Putative genes involved in glucosinolate metabolic pathways in Broccoli.

Name	*Arabidopsis* orthologs	Basemean of seeds	Basemean of 3 day cotyledons	Basemean of 7 day cotyledons	Basemean of 11 day cotyledons	Basemean of 11 day euphyllas	Identity
**Aliphatic glucosinolates**							
**Glucosinolate synthesis**							
BoIPMDH3**	AT1g31180	9.2	2.03	9.45	2.14	8.09	63.28%
*BoBCAT3*	AT3g49680	274.54	635.68	722.67	482.47	678.31	86.31%
*BoCYP83A1*	AT4g13770	1.42	54.92	922.24	345.23	427.55	88.20%
BoGSTF11**	AT3g03190	16.27	125.1	32.56	2.14	71.64	83.94%
*BoFMO-GSOX2*	AT1g62540	9.91	8.14	534.65	11.79	9.24	76.50%
*BoFMO-GSOX5*	AT1g12140	42.46	15.26	22.06	6.43	18.49	78.61%
*BoSOT17*	AT1g18590	235.63	49.84	306.71	1627.53	116.71	83.00%
**Transcription factor**							
*BoMyb29*	AT5g07690	0	6.1	52.52	0	6.93	83.04%
**Indolic** **glucosinolates**							
**Tryptophan synthesis**							
*BoTSB1*	AT5g54810	421.02	454.63	560.91	263.75	271.55	79.41%
**Glucosinolate synthesis**							
*BoCYP79B2*	AT4g39950	87.03	73.23	829.81	1029.27	145.6	85.41%
*BoCYP79B3*	AT2g22330	0.71	13.22	281.51	306.64	18.49	89.72%
*BoCYP83B1*	AT4g31500	961.62	515.66	1543.03	3386.94	479.55	86.67%
BoGSTF10**	AT2g30870	844.16	1554.1	3612.3	3070.66	1061.95	67.23%
*BoCYP81F1*	AT4G37430	55.19	49.84	3.15	0	0	76.35%
*BoCYP81F3*	AT4G37400	58.73	6.1	52.52	28.95	0	86.83%
*BoCYP81F4*	AT4G37410	378.56	12.2	175.42	8.58	16.18	81.70%
*BoIGMT1*	AT1G21100	89.16	8.14	52.52	700.12	27.73	82.44%
**Transcription factor**							
*BoMyb51*	AT1g18570	90.57	18.31	56.72	131.88	33.51	85.46%
**Common to all glucosinolates**							
*BoSOT18*	AT1g74090	79.25	39.67	53.57	164.04	55.47	64.22%
BoGGP1*	AT4g30530	780.47	474.98	1406.48	7330.34	746.48	81.14%
*BoSUR1*	AT2g20610	179.02	58.99	257.35	536.08	104	75.56%
*BoGSH1/PAD2*	AT4g23100	4680	1962.96	1898.06	5790.72	1453.68	68.61%
**Glucosinolate degradation**							
*BoPEN2*	AT2G44490	247.66	157.65	279.4	2437.01	294.66	70.49%
*BoTGG1*	AT5G26000	55.19	42.72	74.58	111.5	132.89	68.58%
*BoTGG2*	AT5G25980	38.21	1702.59	1590.29	818.06	4958.45	62.04%

The glucosinolate biosynthesis proceeds through three independent stages: chain elongation (for aliphatic glucosinolates), core structure formation and side chain modification (Figure 5) [62]. 

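Aliphatic genes peaked at different ages. *BoCYP83A1*, which oxidizes aliphatic aldoximes (AT4G13770 on chromosome 4), went from 2 reads in seeds, a normalized value of 1.42, to 54.9 in 3 day and 922 in 7 day cotyledons, 652-fold (179.9 to 5389.6) above seeds, with 345 and 428 in 11 day cotyledons and euphyllas. *BoGSTF11*, a glutathione transferase, was highest in 3 day cotyledons at 125, 7.69-fold (4.90 to 12.6) above seeds, and in 11 day cotyledons it was 7.59-fold (1.88 to 66.4) below seeds. The S-oxygenase gene *BoFMO_GS-OX2_* peaked in 7 day cotyledons at 535, 54.0-fold (31.9 to 99.4) above seeds, and had values from 8.14 to 11.8 elsewhere. *BoFMO_GS-OX5_*, which oxygenates long side chains, was highest in seeds at 42.5 and 6.60-fold (2.86 to 18.7) lower in 11 day cotyledons.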

For the 25 selected putative genes, 7 were uniquely involved in the aliphatic pathway including *BoIPMDH3, BoBCAT3, BoCYP83A1, BoGSTF11, BoSOT17, BoFMO_GS-OX2_ and BoFMO_GS-OX5_*. 

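*BoBCAT3* was the more abundant of the pair of chain elongation genes in all libraries. This chloroplast aminotransferase gene (AT3G49680) rose 2.32-fold (2.04 to 2.63) from seeds to 3 day cotyledons, stood 2.63-fold (2.32 to 2.99) above seeds at 7 days and 2.47-fold (2.17 to 2.82) above seeds in euphyllas, and its fold of 1.76-fold (1.53 to 2.02) at 11 days was not called. Scaled by total reads, the folds at 3 and 7 days were 1.97 and 1.65, under the limit of a call. *BoIPMDH3* (AT1G31180) had from 2 to 13 reads per library and was not called against seeds in any. Of the other genes of the stage in Figure 5, *BCAT4*, *MAM1*, *MAM3* and *IPMI-SSU3* were not the match of any unigene, and 3 were: *IPMI-LSU1*, the large subunit of isopropylmalate isomerase, had values from 1379.8 in seeds to 2571 in 11 day cotyledons, the small subunit *IPMI-SSU2* from 5.36 to 26.4, and *IPMDH1* from 13.2 to 23.6. These 3 matches were taken as annotated, without the paper's cutoff on identity.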

In the chain elongation stage, two genes (*BoIPMDH3, BoBCAT3*) were detected. *BCAT3* encodes a chloroplast branched-chain amino acid aminotransferase [62] and *IPMDH3* is one of the three isopropylmalate dehydrogenase genes in *Arabidopsis* whose isozyme *IPMDH1* has been characterized as a functional gene involved in aliphatic glucosinolate chain elongation process [63]. 

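*BoSOT17*, a sulfotransferase that completes the aliphatic core structure (AT1G18590 on chromosome 1), was highest in 11 day cotyledons at 1628 (1547 to 1712), 6.91-fold (6.13 to 7.80) above seeds. It fell 4.73-fold (3.49 to 6.52) from seeds to 3 day cotyledons, and in euphyllas it was 2.02-fold (1.61 to 2.55) below seeds, or 1.92-fold and not called with TMM factors as the scaling. In the annotation table no unigene had *CYP79F1*, *CYP79F2* or *UGT74C1*, which act early and midway in the core pathway, as its match. A unigene matched to *UGT74B1*, the glucosyltransferase of the core pathway, was present and had from 242 to 1097 reads per library outside 3 day cotyledons. Its identity was not checked against the paper's cutoff. A gene without its own match may share a unigene with a close paralog, since each unigene carries 1 match.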

Most of the *Arabidopsis* genes involved in biosynthesis of aliphatic glucosinolate core structure have orthologs expressed in the studied tissues except for *CYP79F1, CYP79F2 and UGT74B1, UGT74C1* (Figure 5). It has been reported that in the double-knockout *Arabidopsis* mutant of *CYP79F1* and *CYP79F2*, aliphatic glucosinolate biosynthesis is completely abolished, meaning that *CYP79F1* and *CYP79F2* are necessary for the pathway [64]. The contradiction between the high level of aliphatic glucosinolate content and the missing of both of *CYP79F1* and *CYP79F2* indicates that there may be unknown gene(s) performing the same function in broccoli sprouts. *FMO_GS-OX2_ and FMO_GS-OX5_* are important genes performing S-oxygenation in side chain modification stage in *Arabidopsis* [65], [66], they may have the same function in broccoli. However, orthologs of other genes of this stage expressed in *Arabidopsis* have not been identified in our tissues. 

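Besides both S-oxygenases, unigenes matched to *GS-OH* and *BZO1* were present, though the paper's cutoff on identity was not applied to them. *GS-OH* (AT2G25450), which hydroxylates alkenyl glucosinolates, stood at 2498 (2416 to 2582) in seeds and fell 40.9-fold (31.7 to 53.8) to 61.0 in 3 day cotyledons, with 32.6, 18.2 and 2.31 in 7 day cotyledons, 11 day cotyledons and euphyllas. *BZO1* (AT1G65880), which makes the benzoyl group of seed glucosinolates in *Arabidopsis*, rose 143-fold (81.4 to 276) from 3 to 7 day cotyledons, to 1739 (1657 to 1825), and fell 19.2-fold (11.8 to 33.3) between 11 day cotyledons and euphyllas. *AOP2* and *AOP3*, which convert S-oxygenated side chains, and *FMO_GS-OX1_*, *FMO_GS-OX3_* and *FMO_GS-OX4_* were not the match of any unigene.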

Notably, glucoraphanin is one of the products produced by *FMO_GS-OX2_* [66]. The missing of the downstream genes of *FMO_GS-OX2_* may explain the accumulation of glucoraphanin in broccoli sprouts.

In broccoli seeds and sprouts, the indolic glucosinolate biosynthetic pathway showed a high colinearity with *Arabidopsis*. 

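Genes of the indolic core pathway were highest in cotyledons of 7 and 11 days. *BoCYP79B3*, which turns tryptophan into its aldoxime, had 1 read in seeds and was 398-fold (70.8 to 15772) higher in 7 day cotyledons, at 282, and at 307 in 11 day cotyledons. Its paralog *BoCYP79B2* rose 9.53-fold (7.88 to 11.6) by 7 days and 11.8-fold (9.79 to 14.4) by 11 days, while in euphyllas its ratio to seeds was 1.67-fold (1.29 to 2.16) and not called. *BoCYP83B1*, the next oxidase, was 3.52-fold (3.30 to 3.76) above seeds in 11 day cotyledons and 2.01-fold (1.80 to 2.24) below seeds in euphyllas, where TMM factors give 1.91-fold and no call. *BoGSTF10* was 4.28-fold (4.01 to 4.57) above seeds at 7 days and 3.64-fold (3.40 to 3.89) at 11 days.

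The side chain genes *BoCYP81F1*, *BoCYP81F3* and *BoCYP81F4* were lower in 11 day cotyledons than in seeds, and *BoIGMT1* was higher. The fold of *BoCYP81F3* was 2.03-fold (1.30 to 3.26), and it was not called with the stricter interval or with TMM factors (1.97-fold). *BoCYP81F4*, the 1-hydroxylase of indolic glucosinolates, stood at 379 in seeds and was lower by 31.0-fold (17.6 to 60.4) in 3 day cotyledons and 44.1-fold (22.2 to 103) in 11 day cotyledons. *BoCYP81F1* fell 17.5-fold (5.78 to 86.8) by 7 days and had 0 reads in 11 day cotyledons, and *BoCYP81F3* had 0 in euphyllas, at least 16.9-fold lower than in seeds. The methyltransferase gene *BoIGMT1* fell 11.0-fold (5.39 to 25.9) from seeds to 3 day cotyledons and then rose to 700.1 in 11 day cotyledons, 7.85-fold (6.48 to 9.58) above seeds.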

Eight genes involved in the indolic pathway were detected with *BoCYP79B2, BoCYP79B3*, *BoCYP83B1 and BoGSTF10* in core structure formation and *BoCYP81F4, BoCYP81F1, BoCYP81F3* and *BoIGMT1* in side chain modification. The enzyme UGT74B1 transforming the Indolylmethyl-thiohydroximate to the Indolylmethyl-desulfoglucosinolate in the indolic glucosinolate pathway was missing. 

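The unigene matched to *UGT74B1* (AT1G24100 on chromosome 1), the glucosyltransferase of this step, had a normalized value of 171 (150.3 to 194) in seeds, 178 (153 to 206) in 3 day cotyledons, 820.4 (764 to 880.0) in 7 day cotyledons, 1176 (1108 to 1248) in 11 day cotyledons and 303 (267 to 342) in euphyllas. It rose 4.61-fold (3.91 to 5.46) from 3 to 7 days and was 6.87-fold (5.97 to 7.93) above seeds in 11 day cotyledons. *SOT16*, the sulfotransferase of the last step of the indolic core, also had a unigene, which fell 2.43-fold (2.19 to 2.71) from seeds to 3 day cotyledons and rose 4.65-fold (4.19 to 5.16) by 7 days. The match was taken as annotated, without the paper's cutoff on identity.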

In *Arabidopsis*, when the indolylmethyl-glucosinolates were formed, there were two ways for them to be modified. Part of them would be transformed to 1-methoxy-3indolylmethyl-glucosinolates by CYP81F4 and the others would be transformed to 4-methoxy-3indolylmethyl-glucosinolates by CYP81F1, CYP81F2 or CYP81F3 and then the IGMT1 or IGMT2 would modify them to 4-methoxy-3-indolylmethyl-glucosinolates [67]. 

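*CYP81F2*, the 4-hydroxylase of indolic glucosinolates needed for defense in *Arabidopsis*, and *IGMT2*, a methyltransferase, were each the annotated match of a unigene. The paper's cutoff on identity was not applied to either, so the criteria differ. *CYP81F2* (AT5G57220) had 1777 reads in seeds, a normalized value of 1257 (1199.6 to 1317), and fell 72.7-fold (45.3 to 125) in 3 day cotyledons. Its values were 5.25 in 7 day cotyledons, 233 in 11 day cotyledons and 2.31 in euphyllas. *IGMT2* (AT1G21120) followed *IGMT1*, with 103 in seeds, 9.15 and 34.7 in 3 and 7 day cotyledons, 203 (175 to 234) in 11 day cotyledons and 33.5 in euphyllas. It fell 11.2-fold (5.74 to 25.0) from seeds to 3 days, and its ratio of 1.98-fold (1.58 to 2.47) between 11 day cotyledons and seeds was not called.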

The *CYP81F2* and *IGMT2* were not detected in this study.

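Genes used by both pathways were highest in 11 day cotyledons. *BoGGP1*, a peptidase that trims glutathione conjugates (AT4G30530), was 9.39-fold (8.81 to 10.0) above its seed value of 780.5. *BoSUR1*, the C-S lyase of the core pathway (AT2G20610), fell 3.03-fold (2.27 to 4.11) from seeds to 3 day cotyledons and was 2.99-fold (2.57 to 3.50) above seeds at 11 days. *BoSOT18*, a desulfoglucosinolate sulfotransferase (AT1G74090), was called only in 11 day cotyledons, at 2.07-fold (1.61 to 2.67) above seeds. With total reads as the scaling the folds of *BoSUR1* and *BoSOT18* there were 1.83 and 1.27, under the limit of a call, and *BoSOT18* was 2.35-fold and 2.36-fold below seeds at 3 and 7 days. In euphyllas *BoGGP1* stood at 746, *BoSUR1* at 104 and *BoSOT18* at 55.5.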

Beside these genes uniquely expressed in indolic or aliphatic glucosinolate pathway, the three genes involved in both the two pathways including *GGP1*, *SUR1* and *SOT18* were all identified in the studied tissues too. In *Arabidopsis*, *TSB1* is a tryptophan synthesis gene [68] and *GSH1* is a crucial gene to form GSH, which is considered as the sulfur donor to be conjugated with the activated aldoxime [69], [70]. 

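*BoTSB1*, the tryptophan synthase gene that feeds the indolic pathway (AT5G54810), had normalized values from 264 (232 to 299) in 11 day cotyledons to 561 (514 to 611) in 7 day cotyledons, and it was not called against seeds in any library, though with total reads as the scaling it was 2.61-fold lower in 11 day cotyledons. *BoGSH1*, of glutathione synthesis (AT4G23100), was abundant throughout. It fell 2.38-fold (2.27 to 2.51) from seeds to 3 day cotyledons, was 2.47-fold (2.34 to 2.60) below seeds at 7 days and 3.22-fold (3.03 to 3.42) below seeds in euphyllas, and stood at 5791 (5637 to 5947) in 11 day cotyledons. The next gene of glutathione synthesis, *GSH2*, rose 7.11-fold (6.63 to 7.63) from 7 to 11 day cotyledons and fell 9.71-fold (8.93 to 10.6) between those and euphyllas.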

The orthologs in broccoli with these two genes not involved in glucosinolate biosynthesis directly but having important roles for the forming of glucosinolates were also identified.

Some transcription factors of MYB family are crucial in regulating glucosinolate biosynthesis pathways of *Arabidopsis*, in which MYB28, MYB29 and MYB76 [71], [72], [73] are involved in aliphatic glucosinolates biosynthesis whereas MYB51, MYB34 and MYB 122 [74], [75] could strongly enhance the expression of indolic glucosinolate biosynthesis genes. 

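Unigenes were matched to 4 of the 6 *MYB* regulators of glucosinolate synthesis: *MYB28* and *MYB29* of the aliphatic branch, and *MYB34* and *MYB51* of the indolic branch. *MYB28* (AT5G61420) had 3 and 4 reads in seeds and 11 day cotyledons, and values of 107 (87.3 to 129) in 3 day cotyledons, 102 (82.6 to 124) in 7 day cotyledons and 107 (86.7 to 132) in euphyllas. It was 50.3-fold (16.7 to 248) higher in 3 day cotyledons than in seeds. *MYB34* (AT5G60890) was 3.20-fold (2.47 to 4.17) higher in 11 day cotyledons than in seeds, at 202 (174 to 233), but 1.96-fold and not called with total reads as the scaling. No unigene had *MYB76* or *MYB122* as its match. The paper's cutoff on identity to the *Arabidopsis* sequence was not applied to these unigenes.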

In broccoli seeds and sprouts, only *BoMYB29* and *BoMYB51* were detected.

In the glucosinolate degradation pathways, the *PEN2*, *TGG1* and *TGG2* were well studied in *Arabidopsis*. *PEN2* was reported to cleave indolic glucosinolates as a myrosinase [76]. TGG1 and TGG2 were two important myrosinases identified long time ago. The double mutant of these two genes showed nearly no aliphatic glucosinolate degradation but only reduced indolic glucosinolate myrosinase activity [77]. In addition, the *tgg1tgg2* double mutant still exhibited a wild type callose response to fungi simulation which required the degradation products of indolic glucosinolates [78]. These facts indicated the TGG1 and TGG2 mainly degrade the aliphatic glucosinolates and had slight effects on indolic ones. In the sequenced tissues, the three myrosinase genes’ orthologs were all identified.

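*BoTGG1* and *BoTGG2*, whose *Arabidopsis* matches lie side by side on chromosome 5 (AT5G26000 and AT5G25980), and *BoPEN2* (AT2G44490 on chromosome 2) were read in every library. *BoTGG1* had from 42 reads in 3 day cotyledons to 115 in euphyllas, and *BoPEN2* from 155 in 3 day to 2273 in 11 day cotyledons. Of 15 myrosinases and proteins that set the breakdown products, 4 rose and 4 fell from seeds to 3 day cotyledons (median log2 ratio -0.65, percentile 1.92). The others were not called. *BoTGG2* and *MBP2* were among the 4 that rose. The unigene of *MBP2* was longer than its matched gene and followed the light harvesting genes (r of 0.966). From 7 to 11 days 5 of the 15 rose and 4 fell (median 0.57, percentile 97.8).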

It is interesting to note that the expression levels of many broccoli glucosinolate related genes were expressed higher in sprouts than in seeds. 

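More glucosinolate genes were higher than lower against seeds in 7 and 11 day cotyledons, and more were lower than higher in 3 day cotyledons and in euphyllas. Against seeds, 4 of the 25 genes of Table 2 were higher and 8 lower in 3 day cotyledons, 9 higher and 3 lower at 7 days, 13 higher and 5 lower at 11 days, and 5 higher and 9 lower in euphyllas. The others were not called. The genes that rose in 3 day cotyledons were *BoTGG2*, *BoCYP83A1*, *BoGSTF11* and *BoBCAT3*. *BoTGG2* and *BoCYP83A1* were called above seeds in all 4 libraries, and *BoCYP81F4* was called below seeds in all 4. Scaled by total reads, 3 were higher and 10 lower at 3 days, where *BoBCAT3* was no longer called (1.97-fold), 7 and 7 at 7 days, and 10 and 6 at 11 days. With the p-values of the authors' deposited tables, 2 were higher and 1 lower at 3 days, 4 and 0 at 7 days, 3 and 1 at 11 days, and 2 and 2 in euphyllas, so that fewer were lower than higher at 3 days and the numbers in euphyllas were equal. The study chose these genes on these samples, so their count is not independent evidence of a direction.

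**Figure D3:**
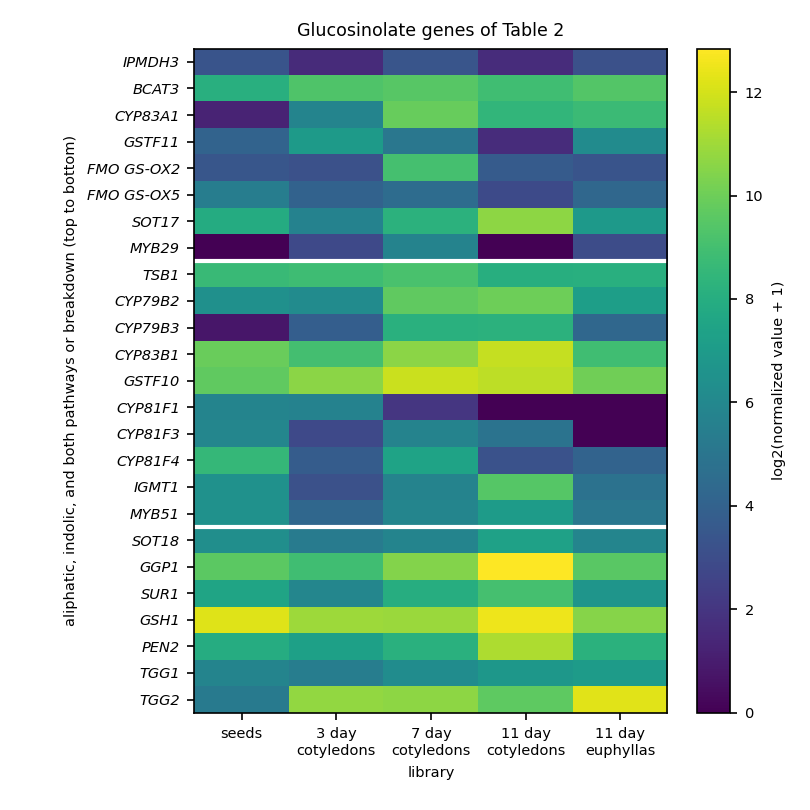
Log2 normalized value (pseudocount 1) of each gene of Table 2 in seeds, 3, 7 and 11 day cotyledons and 11 day euphyllas. Colour gives the level in each library, not a change against seeds. *BoTGG2* and *BoCYP83A1* are higher in all 4 other libraries than in seeds.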

Some previous studies had indicated the glucosinolate concentration decreased exponentially after germination [11], [12]. This contradiction between the decreased concentration level of glucosinolates and the increased level of biosynthesis genes might due to the high consumption of glucosinolates and this dramatic degradation of glucosinolates possibly played an important role in the stage of broccoli seed germination and sprout development.

Besides, the putative genes involved in indolic glucosinolate synthesis have higher expression levels than those involved in aliphatic glucosinolate synthesis in general. This was more obvious in the expression of TFs. 

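By their medians, indolic genes were above aliphatic genes in seeds and in 11 day cotyledons, near them in 3 and 7 day cotyledons, and below them in euphyllas. The median normalized value of the 10 indolic genes of Table 2 over that of the 8 aliphatic genes was 6.86 (5.04 to 9.40) in seeds, 1.05 (0.778 to 1.49) in 3 day cotyledons, 1.27 (1.11 to 1.48) in 7 day cotyledons, 31.3 (20.0 to 55.1) in 11 day cotyledons and 0.679 (0.471 to 0.947) in euphyllas. The intervals of these ratios come from Poisson redraws of the reads with the genes held fixed. They cover counting error and not the spread among the few genes of each pathway. The indolic median in 11 day cotyledons was 285 and the aliphatic median 9.11, where *BoIPMDH3*, *BoGSTF11* and *BoFMO_GS-OX5_* were low. Divided by unigene length, the values gave a ratio under 1 in 3 day (0.781 (0.597 to 1.14)) and 7 day cotyledons (0.936 (0.818 to 1.07)). In 7 day cotyledons it was also under 1 for enzymes only (0.918 (0.783 to 1.09)), and over 2 for means (2.20 (2.11 to 2.32)) and over the wider lists of *Arabidopsis* genes (2.24 (1.83 to 2.82)). For means it was 2.41 (2.24 to 2.62) at 3 days. At 11 days it fell to 2.88 (2.75 to 3.01) for means and 6.68 (5.51 to 9.00) for geometric means. In euphyllas it was over 1 for means (1.23 (1.15 to 1.32)) and over the wider lists (2.47 (1.48 to 3.03)).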

The only identified transcription factor *BoMYB29* in aliphatic glucosinolate synthesis had no expression in seeds and 11 day cotyledons; in the other three time points, the expression level was also relatively low (Table 2). 

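*BoMYB29*, an activator of aliphatic glucosinolate genes (AT5G07690 on chromosome 5), peaked in 7 day cotyledons at 52.5 (39.0 to 69.2), at least 24.7-fold above seeds with the absent count there set to 3 reads. It stood at 6.10 (2.24 to 13.3) in 3 day cotyledons and 6.93 (2.54 to 15.1) in euphyllas, from 6 reads in each, too few for a call against seeds. No read was found in 11 day cotyledons, which allows a value of up to 3.22.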

The expression values of *BoMYB51* were much higher compared to the expression of *BoMYB29.* Furthermore, we noticed that the expression value of *BoTGG2*, was 45-fold higher in 3 day cotyledons than in seeds (Table 2). 

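*BoTGG2*, a myrosinase that splits aliphatic glucosinolates, rose from a normalized value of 38.2 (28.7 to 49.9) in seeds to 1703 (1622 to 1786) in 3 day cotyledons, 44.6-fold (34.0 to 59.6) higher. *BoMYB51*, an activator of indolic glucosinolate genes (AT1G18570 on chromosome 1), fell over the same step, 4.95-fold (3.01 to 8.61), from 90.6 (75.6 to 108) to 18.3 (10.9 to 28.9). It stood at 56.7 (42.6 to 74.0) in 7 day cotyledons, 132 (109.6 to 157) in 11 day cotyledons and 33.5 (22.4 to 48.1) in euphyllas. *BoMYB51* was above *BoMYB29* in every library, least so in 7 day cotyledons, where their counting intervals overlapped.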

The expression value decreased slowly along with the development of sprouts and got to the lowest point in the 11 day cotyledons, which was still about 21-fold higher than that in seeds. 

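From 3 to 7 day cotyledons *BoTGG2* was nearly level, at 1590.3 (1511 to 1672) or 41.6-fold (31.7 to 55.7) above seeds. At 11 days it stood at 818 (761 to 878), 21.4-fold (16.2 to 28.8) above seeds, and 1.94-fold (1.78 to 2.12) below 7 days, which falls just short of the 2-fold limit of a call. Scaled by total reads, the ratio of 11 day cotyledons to seeds was 13.1-fold. The epithiospecifier modifier gene *ESM1*, which affects what myrosinases release, stood at 16886, 2650.1 and 147 in 3, 7 and 11 day cotyledons.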

Notably, at the time of 11th day, the expression values of *BoTGG2* in the new forming euphyllas astonishingly increased to about 130-fold. 

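In euphyllas *BoTGG2* reached 4958 (4811 to 5109), which is 129.8-fold (99.3 to 173) above seeds and 6.06-fold (5.61 to 6.55) above the cotyledons of the same age. Most other genes of glucosinolate breakdown did not follow it. From 11 day cotyledons to euphyllas 1 of 15 myrosinases and proteins that set the breakdown products rose and 5 fell (median log2 ratio -0.76, percentile 6.84).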

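*BoPEN2*, a myrosinase of indolic glucosinolates that acts in defense against fungi, had a normalized value of 248 (222 to 275) in seeds, 158 (134 to 185) in 3 day cotyledons, 279 (247 to 315) in 7 day cotyledons and 295 (259.6 to 333) in euphyllas. Against seeds this was 1.57-fold (1.30 to 1.91) lower at 3 days, and 1.13-fold (0.958 to 1.33) and 1.19-fold (1.01 to 1.40) higher at 7 days and in euphyllas, none of which is called. *BoPEN2* was below *BoTGG2* in 3 and 7 day cotyledons and in euphyllas, and above it in seeds and in 11 day cotyledons.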

While the expression values of the indolic glucosinolate degradation gene *BoPEN2* were relatively low compared to those of *BoTGG2* and not too much different in our sequenced tissues except for the 11 day cotyledons (Table 2). These results demonstrated that in glucosinolate sprouts, the exponentially decreased levels of glucosinolates were mainly due to the degradation of aliphatic glucosinolates especially in the young stage of tissues, while the indolic glucosinolates might be constantly synthesized and stored. The exception was the expression value of *BoPEN2* in late stage cotyledons increased to 10-fold higher than that in seeds. This might indicate the degraded indolic glucosinolates had special roles at the old stage of cotyledons.

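In 11 day cotyledons *BoPEN2* rose to 2437 (2338 to 2539), 9.84-fold (8.79 to 11.0) above seeds and 8.72-fold (7.68 to 9.94) above 7 day cotyledons, and it was 8.27-fold (7.26 to 9.45) lower in euphyllas of the same sprouts. Genes of the jasmonate pathway shared this peak. *AOS* and *VSP1*, a jasmonate synthesis gene and a jasmonate response gene, stood at 24458 and 5126 in 11 day cotyledons against 1303 and 743 in euphyllas. From the rise of *BoTGG2* and the nearly even level of *BoPEN2* outside 11 day cotyledons, the paper concludes that the loss of glucosinolates in sprouts comes mainly from the breakdown of aliphatic ones, above all in young tissue, and it proposes that indolic ones are steadily made and stored. Scaled by total reads, the ratio of *BoPEN2* in 11 day cotyledons to seeds was 6.02-fold.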

Actually, previous studies have reported that the expression of *TGG1*, redundantly functioning with *TGG2* in *Arabidopsis*, is higher in young developing tissues than older tissues [79], [80], [81] and *PEN2* is unlikely to function in glucosinolate turnover during seedling development [82], which are coordinated to our results. Degraded glucosinolates have been proposed to regulate the cellular signaling in response to abiotic stress which is based on the observation that *TGG1* is highly enriched in stomatal guard cells and regulate the stomatal opening or closing by affecting the ABA and MeJA signaling [83], [84]. So the myrosinases’ high level in young seedling may be necessary for proper protection due to lower physical strength barriers. In our study, *BoTGG2* was the predominantly expressed myrosinase rather than *TGG1* in *Arabidopsis*. 

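*BoTGG1* varied far less than *BoTGG2* between libraries. Its normalized value was 55.2 (43.6 to 68.9) in seeds, 42.7 (30.8 to 57.7), 74.6 (58.2 to 94.1) and 112 (91.1 to 135) in cotyledons of 3, 7 and 11 days, and 133 (109.7 to 159.5) in euphyllas. It was called above seeds in 11 day cotyledons, 2.02-fold (1.49 to 2.75), and in euphyllas, 2.41-fold (1.79 to 3.25). With total reads as the scaling the fold at 11 days was 1.24, under the limit of a call, and that in euphyllas 2.07. *BoTGG2* was above *BoTGG1* in all cotyledons and in euphyllas, and below it in seeds. Reads of close paralogs such as these 2 genes can map to either unigene.

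**Figure D4:**
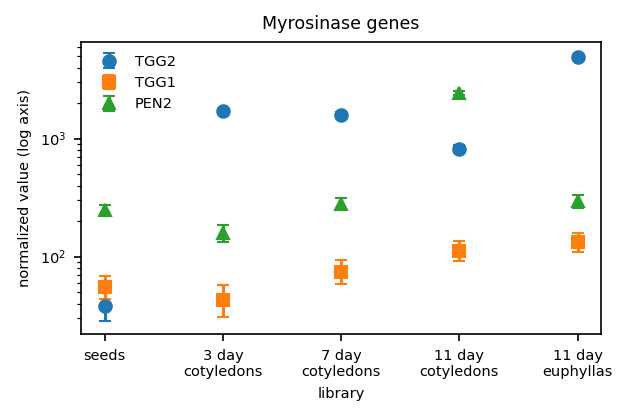
Normalized values of *BoTGG1*, *BoTGG2* and *BoPEN2* in the 5 libraries on a log axis, with exact 95% counting intervals. *BoTGG2* is the highest of them in 3 and 7 day cotyledons and in euphyllas, and *BoPEN2* in seeds and 11 day cotyledons.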

Considering that *TGG1* and *TGG2* redundantly function in glucosinolate degradation [77], the predominantly functional gene may be *BoTGG2* in broccoli sprouts instead of *BoTGG1.* Also, glucosinolates has been suggested to represent up to 30% of total sulfur content of plant organs and glucosinolate content has been observed to decrease during sulfur deprivation [85]. So we can hypothesis that the enriched degradation products of glucosinolates may contribute greatly to the defense system as a compensation for the lower physical strength barrier in broccoli sprouts and they may also play an important role as potential sulfur donor during broccoli seed germination and sprout development.

### Conclusion

In this study, we performed a transcriptome sequencing of seeds, 3 day, 7 day and 11 day cotyledons and 11day euphyllas to identify the transcripts and quantify their levels of expression in broccoli seed germination and sprout developments. In total, we obtained 19441 unigenes annotated by homologs with sequences in the public databases. 2675 genes differentially expressed between any two of the five samples and 1,633 putative TFs were detected. These genes may be closely related to the seed germination and sprout development in broccoli. Twenty-five unigenes with high identity to *Arabidopsis* glucosinolate metabolic genes have been investigated. This established a high colinearity between *Arabidopsis* and broccoli in glucosinolate metabolic pathways for further studies. In addition, expression analysis of these glucosinolate metabolic genes showed contradiction between the increased expression of the candidate synthesis genes and the previously reported decreased concentration of glucosinolate content after germination. The ortholog of TGG2, which mainly degrade aliphatic glucosinolates in *Arabidopsis*, expressed astonishingly higher after germination. These results indicate the breakdown products of glucosinolates may play important roles in the stage of broccoli seed germination and sprout development. The results here represent the largest genetic resource for broccoli and will provide new insight into the genomic research of this species and its relatives.

## Materials and Methods

### Sample Preparation

Seeds of broccoli cultivar “Qingxiu” with wide suitability of temperature and soil were germinated and grown in trays containing a soil mixture (peat: vermiculite, 2∶3, v/v). Plants were adequately watered with Hoagland’s solution and grown in a culture room with the following settings: 24°C, light regime of 16 h light and 8 h dark, 70% relative humidity and a constant illumination of 100 µmol·m^−2^·s^−1^. For the sample of seeds, they were incubated in 5% NaClO with shaking for 8 min and then were washed six times using sterile water with once 30 s. Subsequently, seeds were placed on moist filter paper in petri dishes for one night. Finally, samples of equal weight were harvested for seeds, cotyledons at the 3^rd^ day, 7^th^ day and 11^th^ day and euphyllas at 11^th^ day (Figure 6). To minimize biological variance, each sample was harvested in three independent biological replicates with equal weight and subsequently pooled for sequencing. Samples were immediately frozen in liquid nitrogen and stored at −80°C until RNA was extracted. Total RNA of each sample was isolated using E.Z.N.A. Plant RNA Kit (OMEGA bio-tek, GA) according to the instructions from the manufacturer. RNA quality was characterized on an agarose gels electrophoresis and spectrophotometry. High quality RNA with 28S:18S more than 1.5 and absorbance 260/280 ratios between 1.8 and 2.2 was used for library construction and sequencing.

**Figure 6:**
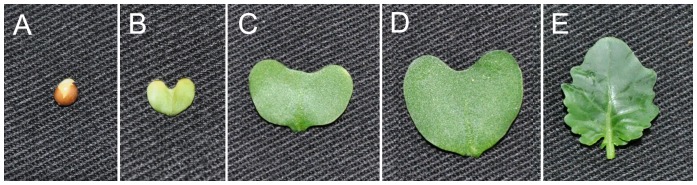
Images of the sampled tissues. A. seed; B. 3 day cotyledon; C. 7 day cotyledon; D. 11 day cotyledon; E. 11 day euphylla.

### cDNA Library Construction and Sequencing

Illumina Miseq library construction was performed according to the manufacturer’s instructions (Illumina, San Diego, CA). Magnetic beads with poly T oligos attached were used for purifying the mRNA from the total RNA. Fragmentation buffer was added to cleave mRNA into short fragments. The fragments were used to synthesize first-strand cDNA using random hexamerprimers, which was transformed into double stranded cDNA with RHase H and DNA polymerase I. A paired-end library was constructed from the cDNA synthesized with Genomic Sample Prep Kit (Illumina). Fragments in desirable lengths were purified with QIAquick PCR (Qiagen) Extraction Kit, end repaired and linked with sequencing adapters (Margulies et al., 2005). AMPureXP beads were used to remove the unsuitable fragments, then the sequencing library was constructed with PCR amplification. After being checked with Pico green staining and fluorospectrophotometry and quantified with Agilent 2100, the multiplexed DNA libraries were mixed by equal volume with normalized 10 nM concentration. The sequencing library was then sequenced with Illumina Miseq platform (Shanghai Personal Biotechnology Cp., Ltd. Shanghai, China).

### Data Filtering and *de novo* Assembly

Raw sequencing reads of five samples were mixed together to perform the following filtration using a stringent process and subsequent *de novo* assembly. The adaptor contamination was removed, the reads were screened from the 3′ to 5′ to trim the bases with a quality score of Q<20 using 5 bp windows and the reads with final length less than 25 bp were removed. De novo transcriptome assembly was performed by Velvet [86] followed by Oases [87] with default settings except for K-mer value to get contigs and transcripts. Velvet was run using single k-mer length of 69 and OASES was then run with the preliminary Velvet assemblies as input. Because the results after merging with multiple k-mers used in OASES program prompted severe assembly redundancy, we use the same single k-mer in OASES program. High quality reads of every sample were remapped to transcripts to get the abundance of transcripts using Bowtie program [88]. Those transcripts with no reads mapped in all five samples were considered error and removed. All the transcripts were searched against Arabidopsis database, for those with no hits were then searched to NCBI non-redundant (nr) database (ftp://ftp.ncbi.nlm.nih.gov/blast/db/) with BLAST program (E-value <1E-5), and the top-hit transcripts were selected as unigenes. For the unigenes failed to be aligned to the databases, the software GetORF [89] was used to predict their open reading frames (ORFs) and ascertain their sequence directions, with default settings except for the parameter “–find” being set 1.

### Gene Annotation and Analysis

To further annotate the unigenes in this study, we used the Blast2GO program [90], [91], [92], [93] to get GO annotation based on GO terms related to the *Arabidopsis* and nr database annotation. EggNOG (evolutionary genealogy of genes: Non-supervised Orthologous Groups) is a database of orthologous groups of genes. To annotate genes with common denominators or functional categories, the unigenes were also aligned to the eggNOG database (http://eggnog.embl.de/version_3.0/). To summarize the pathways information involved in broccoli seeds and sprouts, the KEGG database were used to perform the pathway annotation (http://www.genome.jp/kegg/). To identify putative TFs presented in this research, we searched the unigenes against the complete TF gene sequences of the Plant Transcription Factor Database (http://plntfdb.bio.uni-potsdam.de/) using BLAST program with an E-value cutoff of 1E-5. To identify the putative sequences related to glucosinolate pathways, the unigenes annotated by putative glucosinolate biosynthetic and regulator genes according to previous studies were chosen [9], [66]. Then, CDS of *Arabidopsis* glucosinolate biosynthesis and regulator genes were aligned to broccoli homologs using DNAMAN6.0 (http://www.lynnon.com/) and unigenes with identity larger than 60% were selected.

### Comparative Expression Analysis

The R package DESeq was performed to identify differential gene expression [94]. This method represents the widely accepted and accurate analysis approaches of RNA-seq data. We first mapped high-quality reads to unigenes to calculate the number of reads mapped to each unigene in five samples. These raw read counts were then used as the input of DESeq to get the normalized signal for each unigene, and the fold change of unigene expression values with p-values compared to each other of the five samples was used to report differential expression. Those with p-value<0.05 were considered as significant differential expression. We performed cluster analysis of gene expression patterns with the Cluster [95], MeV [96] and Java treeview software packages [97].

## Supporting Information

Figure S1 **Length distribution of contigs, transcripts and unigenes.**
(TIF)

Figure S2 **Matching percentage of broccoli unigenes with different lengths to entries in public databases.**
(TIF)

Figure S3 **EggNOG classification of the broccoli seed and sprout transcriptome.**
(TIF)

Figure S4 **Classification of unigenes based on KEGG categorization.**
(TIF)

Table S1 **Characterization of raw data and trimmed data.**
(PDF)

Table S2 **Transcription factor members of every family detected in the broccoli seeds and sprouts.**
(PDF)

# Supplementary material for: RNA-Seq Analysis of Transcriptome and Glucosinolate Metabolism in Seeds and Sprouts of Broccoli (Brassica oleracea var. italic)
**Source:** PLoS One. 2014 Feb 27;9(2):e88804. doi: 10.1371/journal.pone.0088804
**Supplement:** Table S1 — Characterization of raw data and trimmed data.

Table S1. Characterization of raw data and trimmed data.

Sample	Reads	Raw Reads	Raw Data (bp)	Reads Len. (bp)
Seeds	R1	9754489	2448376739	251
	R2	9754489	2448376739	
	Paired	9754489	4896753478	
Cotyledon (3d)	R1	7452864	1870668864	251
	R2	7452864	1870668864	
	Paired	7452864	3741337728	
Cotyledon (7d)	R1	9205040	2310465040	251
	R2	9205040	2310465040	
	Paired	9205040	4620930080	
Cotyledon (11d)	R1	9891820	2482846820	251
	R2	9891820	2482846820	
	Paired	9891820	4965693640	
Euphylla (11d)	R1	6248763	1568439513	251
	R2	6248763	1568439513	
	Paired	6248763	3136879026	

Sample	Reads	Trimed Reads	Trimed Data (bp)	Useful Reads %	Useful Data %
Seeds	R1	8306466	1827922032	0. 851553167	0. 702920144
	R2	8306466	1614104627		
	Paired	8306466	3442026659		
Cotyledon (3d)	R1	6685661	1457313581	0. 897059305	0. 741961895
	R2	6685661	1318616449		
	Paired	6685661	2775930030		
Cotyledon (7d)	R1	8432659	1821956243	0. 916091511	0. 757531582
	R2	8432659	1678544233		
	Paired	8432659	3500500476		
Cotyledon (11d)	R1	8492069	1864708802	0. 858494089	0. 707426511
	R2	8492069	1648154524		
	Paired	8492069	3512863326		
Euphylla (11d)	R1	5746413	1239294058	0. 919608089	0. 760055501
	R2	5746413	1144908103		
	Paired	5746413	2384202161

# Supplementary material for: RNA-Seq Analysis of Transcriptome and Glucosinolate Metabolism in Seeds and Sprouts of Broccoli (Brassica oleracea var. italic)
**Source:** PLoS One. 2014 Feb 27;9(2):e88804. doi: 10.1371/journal.pone.0088804
**Supplement:** Table S2 — Transcription factor members of every family detected in the broccoli seeds and sprouts.

Table S2. Transcription factor members of every family detected in the broccoli seeds and sprouts

TF Family	Members	TF Family	Members
AP2-EREBP	109	C2C2-CO-like	12
bHLH	99	GRF	11
MYB	84	BES1	11
HB	77	HMG	10
C3H	69	TUB	9
NAC	67	RWP-RK	9
C2H2	65	Alfin-like	9
bZIP	61	Sigma70-like	7
Orphans	59	PLATZ	7
MYB-related	56	MBF1	7
WRKY	54	E2F-DP	7
PHD	49	CAMTA	7
SNF2	37	ARR-B	7
CCAAT	37	ARID	7
G2-like	33	TAZ	6
SET	30	SRS	6
GNAT	30	CPP	6
C2C2-GATA	30	C2C2-YABBY	6
C2C2-Dof	30	BBR/BPC	6
GRAS	27	SWI/SNF-SWI3	5
AUX/IAA	26	Pseudo_ARR-B	5
Trihelix	24	LIM	5
MADS	23	EIL	5
mTERF	21	DDT	5
HSF	21	DBP	5
TRAF	20	GeBP	4
ABI3VP1	20	VOZ	3
TCP	18	PBF-2-like	3
LOB	16	ULT	2
Jumonji	15	Rcd1-like	2
FHA	15	RB	2
zf-HD	14	MED7	2
SWI/SNF-BAF60b	14	LUG	2
ARF	14	SOH1	1
Tify	13	LFY	1
BSD	13	IWS1	1
SBP	12	HRT	1
OFP	12	CSD	1
FAR1	12	Coactivator_p15	1

How the deposited data were processed for this re-analysis (not part of the article)

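RNA of broccoli seeds, of cotyledons of 3, 7 and 11 day sprouts and of euphyllas of 11 day sprouts was sequenced as 1 library each, made by pooling 3 biological replicates. The authors trimmed the paired reads for quality, assembled all libraries together into transcripts with Velvet and Oases, matched the transcripts to *Arabidopsis* and then to the nr database, and kept the top hits as 19441 unigenes. They mapped the reads of each library back with Bowtie. The versions of Velvet, Oases, Bowtie and DESeq are not given in the sources used here. The authors' annotation table gives for each unigene its length, its match and its GO, eggNOG and KEGG entries, taken here as deposited.

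The authors deposited 10 tables, 1 for each pair of libraries. As deposited, the count columns hold the raw number of mapped reads of each unigene in the 2 libraries. The plan made before the data were examined spoke of recovering reads from scaled values, which was not needed, because the raw counts are in the tables. The normalized signal columns were made by the authors by dividing each count by the DESeq size factor of its library, with the same factor in all tables. The log2 ratio column was computed by the authors from the normalized values of the second over the first library, and the p-value and its adjusted value (FDR) are those the authors obtained from DESeq without replicates. Each table also has 2 columns of RPKM, 20 in all, which were not used.

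All values given rest on the raw counts and the normalized signal. Ratios between 2 libraries carry an exact interval from the conditional binomial distribution (Clopper-Pearson, level 95%, scaled by the size factors), which covers counting error only. The counts exceed the trimmed read pairs of Table S1 in every library, so both mates or reads placed more than once are counted and these intervals are too narrow. A unigene was called higher or lower when the ratio was at least 2, the interval excluded 1 and the 2 libraries held at least 20 reads of it together. Where a library had 0 reads the count was set to a floor of 3 reads and the ratio was given as a lower bound. The main comparisons were seeds with 3 day cotyledons, 3 with 7 day cotyledons, 7 with 11 day cotyledons, and 11 day cotyledons with euphyllas, and all 10 pairs were used for the union of calls. The calls rest on no p-value, since there is 1 library per tissue. edgeR's exact test and the p-values of the authors were used only as alternatives. With replicates pooled before sequencing, variation between plants could not be measured.

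A set of 25 gene lists was written from *Arabidopsis* knowledge and from the paper before the data were examined, and lists of genes of wounding, of the cytosolic ribosome, of the clock (near dawn and near dusk) and of starch breakdown were added after the data were seen. Each list is described by the number of members called, by its median log2 ratio (pseudocount 1) and by the percentile of this median among 10000 random lists of the same size, matched on mean value in 50 bins. Genes are named by a rule fixed before the data were examined. It takes, for each main comparison, the 5 called unigenes with the largest folds in each direction among those with at least 200 reads and an *Arabidopsis* match, then the 3 called members of each list with the most reads, and every gene that the paper names. The values of Table 2 had been seen when this rule was written. Genes that the paper's Figure 5 or text gives as not found, a few members of the lists and genes of the added lists were named as well, after their values were seen.

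The similarity of libraries is Pearson's r across unigenes with at least 20 reads over the 5 libraries, and the trees use 1 minus r with average linkage. Intervals of differences in r come from 1000 resamplings of the unigenes. Unigenes with any read were scaled to mean 0 and standard deviation 1 over the libraries and grouped by k-means with 10 groups and 50 random starts (seed 7). The numbers of unigenes with their highest value in each library, at 20 reads or more, were 5306 in seeds, 2707, 2896 and 4809 in cotyledons of 3, 7 and 11 days, and 2386 in euphyllas. The ratio of indolic to aliphatic genes is that of the medians of the Table 2 genes of each pathway. Its interval comes from Poisson redraws of the reads with the genes held fixed, so it covers counting error only.

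Alternatives covered the scaling (total reads, TMM factors of edgeR), a stricter interval, a 4-fold limit, the minimum of reads, reads summed over unigenes with the same match (which moved nothing, as each unigene has a match of its own), edgeR's exact test with the dispersion estimated over all 5 libraries as 1 group (0.678, a biological coefficient of variation of 0.823) or assumed at 0.2, the p-values of the authors' deposited tables, the scale and gene set behind the similarities and k-means groups, and the summary behind the indolic ratio. The calls and the k-means grouping were tested on simulated data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. The reads themselves were not mapped again, and the paper's cutoff on sequence identity and its counts of transcription factor families were not analysed here.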

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

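All tests of explanations were chosen after the results were seen, except that on starch breakdown genes, which was written before their values were looked at. Each value below stands out because it is a signal in genes or reads that the paper does not analyse, above the limit that a count of 0 allows.

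Of 26 glucosinolate genes that Figure 5 of the paper draws without the mark of an identified ortholog, or that its text gives as not found, 12 are the annotated match of a unigene with reads. Their highest normalized values were 23.6 for *IPMDH1*, 2571 for *IPMI-LSU1*, 1176 for *UGT74B1*, 6769 for *GSH2*, 5762 for *SOT16*, 203 for *IGMT2* and 202 for *MYB34*, all in 11 day cotyledons. *GS-OH* reached 2498 and *CYP81F2* 1257 in seeds, *IPMI-SSU2* 26.4 in 3 day cotyledons, *BZO1* 1739 in 7 day cotyledons and *MYB28* 107 in euphyllas. The paper's cutoff on identity to the *Arabidopsis* sequence was not applied to these unigenes.

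In the lists of jasmonate, abscisic acid, glucosinolate breakdown, wounding and clock genes, the gene with the most reads outside those that the paper discusses was also looked at. Their highest normalized values were 24458 for *AOS*, 26696 for *ERD14*, 22145 for *MBP2* and 11638 for *SZF1*, all in 11 day cotyledons, 2690.1 for *LHY* in 7 day cotyledons and 15447 for *GRP7* in euphyllas. The unigene of *MBP2* was longer than its matched gene (3548 against 3148 bp) and followed the light harvesting genes (r of 0.966). Whether it holds joined sequence was not tested. A set of 3 unigenes, annotated as an endonuclease encoded in an intron of rRNA, a hypothetical protein and *RPT6A*, took 4.08% of the reads of seeds, against 0.430%, 0.138% and 0.213% in cotyledons of 3, 7 and 11 days and 0.443% in euphyllas. These 3 were picked after their values were seen, and whether they hold ribosomal RNA was not tested.

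Levels of clock-controlled genes set the 7 day cotyledons apart from those of 3 and 11 days. Genes known to peak near dawn had a median log2 ratio of 5.33 from 3 to 7 days and -3.61 from 7 to 11 days, and those known to peak near dusk -3.57 and 3.06. Another hour of harvest of the 7 day cotyledons may explain the pattern. The test written before asked starch breakdown genes known to peak toward dusk to leave the middle 95% of random lists in both steps. Their medians lay on the sides asked for (-0.67 and 0.71) but inside that range (percentiles 4.13 and 96.15), which had been set down as the outcome against this cause. Resampling their members leaves both sides of the limit possible, a rule added after the miss was seen. With 1 library per age the hour and the stage cannot be told apart for these genes, and a change particular to day 7 was not tested.

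Jasmonate genes were mostly highest in the 11 day cotyledons, *AOS* among them, and the tests did not settle the cause. The hour of the day stays open: the jasmonate list was lower in euphyllas of the same age (median log2 ratio -2.69), but genes known to peak near dusk were higher there (5 of 8, median 1.05), so these 2 libraries may differ in phase. A response to wounding or handling may have contributed, as genes known to respond to wounding or touch within the hour lay at percentile 99.97 of random lists from 7 to 11 days, though their larger rise came before day 7. Ageing toward senescence cannot be told apart from it here: the senescence list lay at percentile 99.59, while light harvesting genes, which would fall, lay at 68.5. Age itself stays open, as each age is 1 library.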

How the results depend on the processing

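The alternatives were set before the data were examined, apart from 2 for the similarity of libraries that take the median of the 5 libraries off each unigene, which were chosen after the data were seen. A value was taken as kept when it stayed inside its 95% interval, a count when it stayed within 1.5 times. Of 293 alternative values of the comparisons, 168 were kept, 118 moved further without reversing and 7 reversed. Of 824 values of single genes, 632 were kept, 192 moved (177 of them under scaling by total reads) and 0 reversed. Of 522 list medians, 512 kept their side of the middle 95% of random lists, 7 moved inside it (all with a pseudocount of 10) and 3 moved outside it. All 27 comparison values under TMM factors and all 17 under the stricter interval were kept. Left out of these counts are alternatives that cannot move a value: summing reads over unigenes with the same match, since each unigene has a match of its own, the stricter interval for list medians, and total reads for ratios within 1 library. Unless a sentence names a cause, the cause was not tested.

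Reversed values concern the similarity of libraries and the ratio of indolic to aliphatic genes. The similarity of 11 day cotyledons to euphyllas less that to 7 day cotyledons went from -0.0734 to 0.0605 on normalized values without the log. The lowest similarity between 2 cotyledon libraries less the highest between seeds and a cotyledon library went from -0.0723 to 0.176 without the log and to 0.000438 over the unigenes that the authors' deposited tables call. The ratio of indolic to aliphatic genes of Table 2 in 7 day cotyledons went from 1.27 to 0.936 after division by unigene length and to 0.918 for enzymes only. In euphyllas it went from 0.679 to 1.23 for means and to 2.47 over the wider lists of *Arabidopsis* genes. The cause was not tested.

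Called unigenes, given as higher and lower from seeds to 3 day cotyledons, from 3 to 7 days, from 7 to 11 days, and from 11 day cotyledons to euphyllas, depended on the rule. At 4-fold, a stricter limit by construction, they were 1735 and 1522, 1879 and 698, 1246 and 1151, and 1353 and 2058, with 9694 in any pair. With the p-values of the authors' deposited tables they were 401 and 223, 397 and 91, 162 and 104, and 192 and 349, with 2674 in any pair. With those p-values adjusted over the unigenes kept they were 0 in each of these steps, with 97 in any of the 10 pairs, and with edgeR's dispersion estimated over all 5 libraries as 1 group they were 0 in every step and pair. An assumed biological coefficient of variation of 0.2 kept all 17 of its counts, with 14659 in any pair. Scaled by total reads, 4494 were lower from 3 to 7 days and 5256 higher in euphyllas. At 100 reads or more, 1916 were lower from 7 to 11 days and 2254 higher in euphyllas, since fewer unigenes were tested.

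Table 2 genes above and below seeds were, at 4-fold, 3 and 5 at 3 days, 7 and 1 at 7 days, 8 and 4 at 11 days, and 3 and 3 in euphyllas. With the p-values of the authors' deposited tables they were 2 and 1 at 3 days, 4 and 0 at 7 days, 3 and 1 at 11 days, and 2 and 2 in euphyllas. With the adjusted p-values and with edgeR's dispersion over all libraries they were 0 in each. Under total reads 7 were below seeds at 7 days, and at 100 reads or more 2 were below seeds at 11 days. The fold against seeds under total reads was 26.1 for *BoTGG2* in 7 day cotyledons, 13.1 for *BoTGG2* in 11 day cotyledons and 6.02 for *BoPEN2* in 11 day cotyledons. These changes follow from the factor that total reads put on every unigene of a library.

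Other values of the similarity differences kept their sign. That of 11 day cotyledons to euphyllas less 7 day cotyledons was -0.0652 with a pseudocount of 10, -0.0569 without a minimum of reads, -0.115 at 500 reads or more, -0.0829 over the called unigenes and -0.105 over those of the authors' deposited tables. That of 7 day cotyledons to 11 days less 3 days was 0.0361 and became 0.0271 with a pseudocount of 10, 0.0287 with Spearman's rho, 0.0265 without a minimum, 0.0842 at 500 reads or more, 0.115 over the unigenes of the authors' tables and 0.201 without the log. The lowest within cotyledons less the highest with seeds was -0.0570 without a minimum and -0.154 at 500 reads or more. With the median of the libraries taken off, the values were -0.502, 0.522 and -0.714 in this order, and -0.452, 0.460 and -0.751 over the unigenes of the authors' tables.

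Groupings of unigenes moved with the scale. On log2 values, k-means groups that peak in 3 day cotyledons held 1138 unigenes and those that peak in euphyllas 3141. With total reads as the scaling, groups that peak in 3 day cotyledons, 11 day cotyledons, euphyllas and any cotyledon library held 1838, 2343, 2855 and 6773, and 1851 unigenes were highest in 7 day cotyledons against 2896. Where the highest value had to be at least 2-fold above the next, 1668, 280, 622, 1841 and 420 were highest in seeds, 3, 7 and 11 day cotyledons and euphyllas, a smaller set by construction.

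The ratio of indolic to aliphatic genes in seeds, 3, 7 and 11 day cotyledons was 4.05, 2.41, 2.20 and 2.88 for means. For geometric means it was 1.88, 1.63 and 6.68 at 3, 7 and 11 days. By unigene length it was 4.58 in seeds and 0.414 in euphyllas, and for enzymes only 0.387 in euphyllas. Over the wider lists it was 13.1 in seeds, 2.24 at 7 days and 15.6 at 11 days.

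The size of the change and variation beyond counting set what is called. In data simulated with counting error alone, 32 of 50 genes changed 2-fold were called and 50 of 50 changed 4-fold, along with 52 unchanged genes among 17152 simulated. With a further coefficient of variation of 0.2 between libraries, 23 and 47 were called, along with 600 unchanged genes among 17129. With 1 group for all libraries, edgeR called 0 of 50 genes changed 8-fold with counting error alone and 9 of 50 with the further variation. Its lack of calls in the real libraries therefore cannot show that they are alike.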

Differences from the paper's values

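Unigenes called different in any pair of libraries numbered 15252, against the paper's 2,675. Both counts ask for at least 2-fold, but the paper's also asks for p under 0.05 from DESeq and the one here for an interval of counting error that excludes 1 and at least 20 reads. Of the alternatives set before the data were examined, the p-values of the authors' deposited tables give 2674, which closes the gap. The others do not: 16114 scaled by total reads, 15224 with TMM factors, 14773 with the stricter interval, 9694 at 4-fold, 16377 without a minimum of reads, 12195 at 100 reads or more, 15252 with reads summed over each match (unmoved, as each unigene has a match of its own), 14659 with an assumed biological coefficient of variation of 0.2, 0 with edgeR's dispersion over all libraries as 1 group, and 97 with the authors' p-values adjusted over the unigenes kept.

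Unigenes with an entry of KEGG orthology numbered 5879, against the paper's 9,836 genes in KEGG categories. The measure differs, since the paper counts genes placed in pathway categories. The alternative set before the data were examined, unigenes with at least 20 reads, gives 5617 and does not close the gap. The longest unigene had 20680 bp, against the paper's 20,580. The paper's 11,242 unigenes in eggNOG categories equal the number of class assignments here, which 8575 unigenes hold. Secondary metabolites made up 2.46% of those assignments, below the share that the paper states.

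The paper places the 11 day cotyledons closest to the euphyllas of the same sprouts. On log2 values r was 0.771 between them and 0.844 between 11 and 7 day cotyledons. The tree of Fig. 4 was reached on normalized values without the log, where r was 0.937 and 0.876 and the interval of the difference includes 0, and not under the other alternatives set before, nor under the 2 chosen after seeing the values. The paper also takes cotyledons of different ages as more alike than cotyledons and seeds. On log2 values the lowest r between cotyledons, 0.693 for 3 and 11 days, was under the 0.765 of seeds and 3 day cotyledons, while r was higher between 3 and 7 days (0.808) and between 7 and 11 days. Without the log and over the unigenes called in the authors' deposited tables the lowest r between cotyledons was above it, by 0.176 and 0.000438, with intervals that include 0.

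The largest k-means group, which the paper puts lowest in euphyllas, peaked in seeds as in the paper and had its lowest centre in 11 day cotyledons (-0.49, against -0.42 in euphyllas). On log2 values the largest group was lowest in 7 day cotyledons (-0.61, against -0.34 in euphyllas).

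The paper finds many glucosinolate genes higher in sprouts than in seeds. Over the 25 genes of Table 2, more were lower than higher in 3 day cotyledons (8 and 4) and in euphyllas (9 and 5), and more were higher than lower at 7 days (9 and 3) and at 11 days (13 and 5). The p-values of the authors' deposited tables give more higher than lower genes in all cotyledons and equal numbers in euphyllas. The paper finds indolic genes higher than aliphatic ones in general. In euphyllas the ratio of medians was 0.679, under 1. At 3 and 7 days it was over 1 (1.05 and 1.27) and turned under 1 after division by unigene length (0.781 and 0.936). Means and the wider lists give a ratio over 1 in euphyllas too.

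The paper has *BoPEN2* low next to *BoTGG2* and sets the 11 day cotyledons apart. The normalized value of *BoPEN2* was higher in seeds (248 against 38.2) and in 11 day cotyledons (2437 against 818), and lower in 3 and 7 day cotyledons and in euphyllas. The paper names *BoTGG2* as the main myrosinase gene rather than *BoTGG1*. It was above *BoTGG1* in the cotyledons and euphyllas and below it in seeds (55.2 against 38.2), and *BoPEN2* was the highest of the 3 in seeds and in 11 day cotyledons. In Figure 5 and the text of the paper 26 glucosinolate genes stay without an identified ortholog. Of these, 12 have a unigene with that annotated match, while 14 have none. The paper dropped annotated unigenes that missed its cutoff on identity, which was not applied here, so the criteria differ.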

Other observations

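The lists of ribosomal, clock, starch and wounding genes and the test of joined sequence below were chosen after the data were seen. The senescence, vascular, root and fatty acid breakdown lists were written before. Translation genes and clock genes varied between libraries. Of 32 genes of cytosolic ribosomal proteins, 14 fell and 0 rose from 3 to 7 day cotyledons (median log2 ratio -0.98, percentile 0.0100), 19 fell and 2 rose to 11 days (median -1.18), and 25 were higher and 1 lower in euphyllas than in 11 day cotyledons (median 1.62, percentile 100). The clock gene *CCA1* stood at 53.1 in seeds, 10.2, 2249.9 and 147 in cotyledons of 3, 7 and 11 days, and 30.0 in euphyllas. *GRP7*, an RNA-binding protein gene under clock control, had its lowest value, 131, in 7 day cotyledons and 9565 in 3 day cotyledons. All 9 starch breakdown genes rose from seeds to 3 days (median 1.77).

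Genes known to respond to wounding or touch fell in 17 of 19 cases from seeds to 3 day cotyledons, and 17 rose from 3 to 7 days (median 4.64). In euphyllas 14 were lower than in 11 day cotyledons and 1 was higher. *WRKY40* went from 33.6 in 3 day to 3051 in 11 day cotyledons. Of 15 senescence and chlorophyll breakdown genes, 7 rose and 2 fell from 7 to 11 days (median 1.01), and *NYE1*, which starts chlorophyll breakdown, stood at 285 and 784. In euphyllas 6 of them were lower and 1 was higher. Vascular markers were higher in 6 and lower in 3 of 11 in euphyllas (median 1.48), and of 9 root markers 3 were higher and 1 was lower (median 1.43, or 0.42 with absent counts at their bound). Genes of fatty acid breakdown and the glyoxylate cycle fell in 10 and rose in 2 of 18 from 3 to 7 days (median -1.51), and 7 rose and 1 fell from 7 to 11 days (median 0.62, percentile 99.6). *ACX2*, among those that rose from 3 to 7 days, had a unigene longer than its matched gene (4717 against 2884 bp). It followed the light harvesting genes (r of 0.996), and whether it holds joined sequence was not tested. The genes named here were chosen after their values were seen.

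Unigenes of genes with no known part in photosynthesis were among those that follow the light harvesting genes over the 5 libraries: of 470 unigenes with this profile, 270 carry no plastid GO term. A plastid term was carried by 42.6% of the 470, against 26.6% at the same mean value, so unigenes without one were fewer than in random sets. Joined sequence or reads shared within an assembly locus may explain part of this profile in the 270. Of them, 49.3% were longer than the whole matched gene, against 40% at the same mean value. Their median r with other unigenes of their locus was 0.981, against 0.314 with other loci. Any 2 unigenes of 1 locus already had a median r of 0.895, so this contrast cannot decide. Regulation along with photosynthesis stays open, as untested.

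Unigenes longer than the matched gene held 43.1% of the reads of seeds, 51.1%, 58.8% and 59.3% of those of 3, 7 and 11 day cotyledons, and 54.9% of those of euphyllas. Over all unigenes, the median r between 1722 pairs of 1 assembly locus was 0.895, against 0.0595 between different loci.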
